# Genome‐wide off‐rates reveal how DNA binding dynamics shape transcription factor function

**DOI:** 10.15252/msb.20209885

**Published:** 2020-10-14

**Authors:** Wim J de Jonge, Mariël Brok, Philip Lijnzaad, Patrick Kemmeren, Frank CP Holstege

**Keywords:** DNA binding dynamics, epigenetics, genomics, systems biology, transcription, Chromatin, Epigenetics, Genomics & Functional Genomics, Methods & Resources

## Abstract

Protein–DNA interactions are dynamic, and these dynamics are an important aspect of chromatin‐associated processes such as transcription or replication. Due to a lack of methods to study on‐ and off‐rates across entire genomes, protein–DNA interaction dynamics have not been studied extensively. Here, we determine *in vivo* off‐rates for the *Saccharomyces cerevisiae* chromatin organizing factor Abf1, at 191 sites simultaneously across the yeast genome. Average Abf1 residence times span a wide range, varying between 4.2 and 33 min. Sites with different off‐rates are associated with different functional characteristics. This includes their transcriptional dependency on Abf1, nucleosome positioning and the size of the nucleosome‐free region, as well as the ability to roadblock RNA polymerase II for termination. The results show how off‐rates contribute to transcription factor function and that DIVORSEQ (Determining *In Vivo* Off‐Rates by SEQuencing) is a meaningful way of investigating protein–DNA binding dynamics genome‐wide.

## Introduction

Processes that act on chromatin, such as transcription or replication, are controlled by molecular interactions. This includes proteins interacting with DNA. Protein–DNA interactions are dynamic, and these dynamics are likely important to achieve appropriate regulation of DNA‐dependent processes. During transcription for example, different types of transcription factors (TFs) are continuously interacting with chromatin in a variety of ways. Each brings different functions into play: opening or closing chromatin, creating loops, modifying or evicting nucleosomes, recruiting cofactors and, in the case of activation, ultimately causing formation of a pre‐initiation complex that includes RNA polymerase (Hahn & Young, 2011; de Laat & Dekker, 2012; Spitz & Furlong, 2012; Struhl & Segal, 2013; Friedman & Rando, 2015; Kubik *et al*, 2017; Lai & Pugh, 2017; Woo *et al*, 2017; Cramer, 2019; Brahma & Henikoff, 2020). TFs are therefore constantly moving off and onto different loci, probing for appropriate interactions, also under conditions of steady‐state transcriptional output (Hammar *et al*, 2014). The rates with which proteins interact with DNA, their on‐ and off‐rates, dictate the outcome of all kinds of regulatory programmes. Understanding how DNA‐dependent processes work at the molecular level therefore requires methods to measure the dynamics of protein–DNA binding interactions in a systematic manner.

Different methods have been applied to investigate protein–DNA interaction dynamics. Initial *in vitro* measurements showed very stable TF‐DNA binding that could last for more than an hour (Perlmann *et al*, 1990; Hoopes *et al*, 1992). This view was challenged by *in vivo* measurements showing much more dynamic interactions (Hager *et al*, 2009; Larson, 2011; Mueller *et al*, 2013; Voss & Hager, 2014; Coleman *et al*, 2015; Brignall *et al*, 2019; Elf & Barkefors, 2019), likely in part due to the presence of nucleosomes (Luo *et al*, 2014; Donovan *et al*, 2019a; Mivelaz *et al*, 2020). Direct visualization of protein–DNA interaction dynamics by fluorescence microscopy has been pivotal in forming the current view that binding of many proteins is indeed highly dynamic (McNally *et al*, 2000; Elbi *et al*, 2004; Karpova *et al*, 2004, 2008; Stavreva *et al*, 2004; Bosisio *et al*, 2006; Yao *et al*, 2006; Kloster‐Landsberg *et al*, 2012). These studies have also been crucial for showing the importance of dynamics and how this can be regulated through distinct mechanisms. A drawback of microscopy is scope however. Information is provided for only part of the nucleus collectively, or only for a single locus. It would be very useful to determine interaction dynamics at many different binding sites individually, preferably across an entire genome.

Genome‐wide protein–DNA binding can be measured by chromatin immunoprecipitation (ChIP) *in vivo* (Gilmour & Lis, 1984; Kuo & Allis, 1999; Park, 2009; Collas, 2010; Furey, 2012). On its own, ChIP only provides a static indication of the degree of binding during the time‐window of protein–DNA cross‐linking. ChIP cannot measure protein–DNA binding dynamics directly. Competition ChIP is a ChIP variant that uses inducible switching between two differentially tagged isoforms of the same protein and has been applied to measure turnover of nucleosomes and TFs (Dion *et al*, 2007; Rufiange *et al*, 2007; van Werven *et al*, 2009; Lickwar *et al*, 2012; Hasegawa & Struhl, 2019). Although limited by the induction kinetics of the competing isoform, competition ChIP has nevertheless highlighted the advantage of determining dynamics at different loci in a genome‐wide manner. It has revealed differences in dynamics between promoter classes, differences in nucleosome turnover between promoters and gene bodies and showed that differential TF turnover at different loci is an important basis of transcription regulation.

Binding dynamics are determined by TF concentrations, and by on‐ and off‐rates. On‐ and off‐rates are two distinct facets of dynamics. Both would be useful to measure separately since they are likely influenced and regulated by different molecular mechanisms. Having both would also enable the estimation of dissociation constants and the binding free energy. A second adaptation of ChIP has indeed focused on determining on‐rates by measuring the kinetics of binding during a formaldehyde cross‐linking time–course (Poorey *et al*, 2013). As a method, this is still under development (Zaidi *et al*, 2017) and has only been applied to a few binding sites and not genome‐wide as yet. Here, we devised a method that directly determines off‐rates and does so for all binding sites across a genome. This was achieved by applying anchor‐away to rapidly deplete unbound proteins from the nucleus (Haruki *et al*, 2008; Grimaldi *et al*, 2014), thereby removing the on‐rate contribution to binding levels. Monitoring the time‐dependent decay of protein–DNA binding across all genomic locations results in determination of off‐rates, also in the form of locus‐specific mean residence times. The method DIVORSEQ (Determining *In Vivo* Off‐Rates by SEQuencing) is applied here to Abf1, a *Saccharomyces cerevisiae* general regulatory factor akin to chromatin pioneering TFs in mammals (Zaret & Carroll, 2011; Kubik *et al*, 2017). Alongside roles in shaping chromatin architecture (Venditti *et al*, 1994; Lascaris *et al*, 2000; Yarragudi *et al*, 2004; Hartley & Madhani, 2009), several different functions have been attributed to Abf1, including involvement in transcription regulation (Gailus‐Durner *et al*, 1996), telomere binding (Enomoto *et al*, 1994; Pryde & Louis, 1999), DNA replication (Marahrens & Stillman, 1992), DNA repair (Reed *et al*, 1999) and RNA polymerase II roadblock termination (Roy *et al*, 2016; Candelli *et al*, 2018). Applying DIVORSEQ to Abf1 results in determination of off‐rates for 191 different binding sites, with estimated mean residence times ranging from 4.2 to 33 min. Sites with different off‐rates are associated with different functional characteristics that include their transcriptional dependency on Abf1, nucleosome positioning and the ability to roadblock RNA polymerase II thereby aiding transcription termination. The results emphasize that off‐rate is an important characteristic of TF function and indicate that DIVORSEQ is a useful method for investigating protein–DNA binding dynamics genome‐wide.

## Results

### Nuclear depletion of Abf1

To inducibly remove unbound Abf1 from the nucleus, an Abf1 anchor‐away strain (Haruki *et al*, 2008) was created in the *Saccharomyces cerevisiae* BY4742 background (de Jonge *et al*, 2017). Abf1 was tagged with an FK506 binding protein–rapamycin binding (FRB) domain for nuclear depletion, green fluorescent protein (GFP) to monitor cellular localization and a V5 epitope for ChIP (Southern *et al*, 1991). *ABF1* deletion is lethal (Halfter *et al*, 1989; Rhode *et al*, 1989). To investigate whether tagging of Abf1 interferes with its function, growth of tagged strains was compared to the untagged background. Tagging Abf1 has only a slight effect on growth (Fig EV1A), indicating that tagging does not greatly interfere with Abf1 function, as has been observed before (Kubik *et al*, 2015). Because of its essential nature, cells are expected to cease growth when Abf1 is depleted from the nucleus. Indeed, upon inducing nuclear depletion, cells show a clear disruption of growth, leading to complete growth cessation (Fig EV1B). Because loss of growth is a downstream effect, the rate of growth cessation does not necessarily reflect the speed of nuclear depletion (de Jonge *et al*, 2017). To directly visualize depletion, cellular localization of Abf1 was monitored using fluorescence microscopy. As expected, nuclear depletion of Abf1 indeed occurs much more rapidly than growth cessation (Fig EV1C and D).

**Figure EV1:**
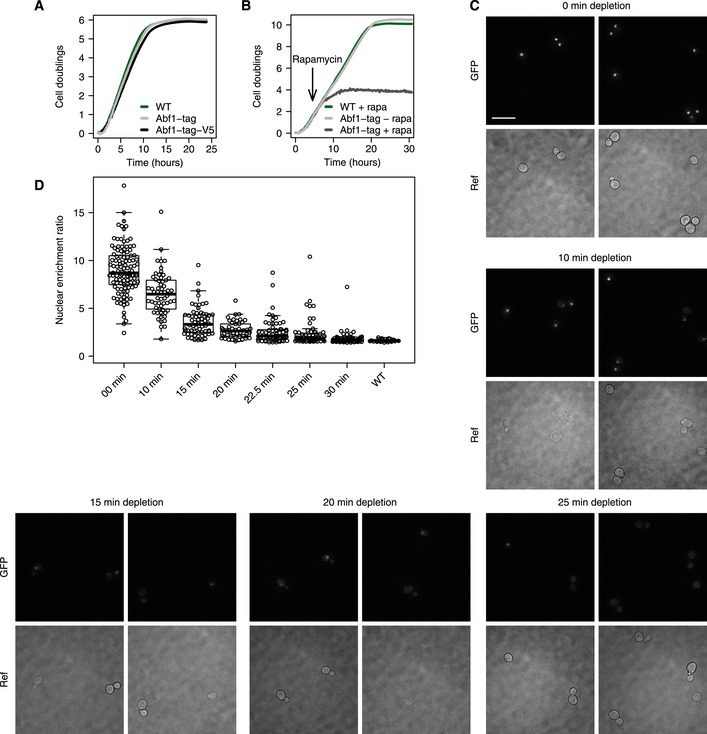
Dynamics of Abf1 depletion Representative growth curves of the untagged parental background strain (WT), an *ABF1* FRB‐GFP-tagged strain (Abf1‐tag) and an *ABF1* FRB‐GFP-V5‐tagged strain (Abf1‐tag-V5). The WT strain is the parental BY4742/S288C strain of the Abf1 anchor‐away strains that have been genetically desensitized to rapamycin. The Abf1‐tag strain grows approximately 10% slower compared to the WT strain and the Abf1‐tag-V5 strain grows approximately 15% slower than the WT strain.Growth curves of the WT strain with rapamycin, and the *ABF1* FRB‐GFP tagged strain with and without rapamycin, the inducing agent for nuclear depletion (Haruki *et al*, 2008). Rapamycin was added 4.5 h after the start of the experiment to induce nuclear depletion (arrow). Upon induction of depletion, clear disruption of growth is visible after approximately 3 h (*t* = 7.5 h) and cessation of growth is visible after approximately 8 h (*t* = 12.5 h).Representative fluorescence microscopy images of *ABF1* FRB‐GFP-V5 cells before (0 min) and at several time points after (10, 15, 20 and 25 min) induction of nuclear depletion. Scale bar: 10 μm.Quantification of nuclear enrichment ratios of *ABF1* FRB‐GFP and *ABF1* FRB‐GFP-V5 cells during depletion (three biological replicates). Both DNA‐bound and free Abf1 contribute to the GFP signal and therefore the decrease in fluorescence represents the depletion speed of both unbound as well as bound Abf1. Dots represent individual cell measurements. The nuclear enrichment ratio was calculated as the maximum intensity divided by the median intensity of each cell. A WT strain without GFP was taken along as a control.

### Determining *in vivo* off‐rates by sequencing: DIVORSEQ

Having ascertained Abf1 depletion, we next determined whether the system can be used to measure TF mean residence times (defined as 1/*k*_off_) at different sites across the genome. As published elsewhere (preprint: de Jonge *et al*, 2019), first the ChIP protocol was extensively optimized at almost all steps, to yield results better comparable between different time points. Next, to determine off‐rates, Abf1 was depleted from the nucleus and its binding levels were measured genome‐wide using the optimized ChIP‐seq protocol at 11 time points during 90 min of depletion, all in biological triplicate (Fig 1A). 

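Abf1 carried an anchor-away tag, and rapamycin moves a protein with this tag out of the nucleus, so that a falling ChIP signal follows the release of Abf1 from DNA. Immunoprecipitation samples are listed for 11 time points between 0 and 90 min, with 3 biological replicates at each time point apart from 10 min, which has 2. From this experiment, the binding peaks before depletion (t = 0) were analysed here. For these, the authors aligned the paired-end reads to the sacCer3 genome with HISAT2, kept uniquely mapping fragments with a unique combination of molecular identifiers and called peaks with MACS2 on all 3 immunoprecipitations together against their inputs. The thresholds were a q-value of 0.001 and a fold enrichment of 2. Each peak therefore has a single pooled value, and the spread between replicates was not analysed here. The list gives for each peak its interval, its summit, the fold enrichment of the summit over the background in the input and its significance, and these are the authors' values. To find the depth behind each fold enrichment, the number of fragments covering the summit was solved from the fold enrichment and the −log10 p-value with the formulas of the peak caller. This number came out within 0.01 of a whole fragment for 941 of the 948 peaks. Between 258 and 10164 fragments covered a summit, with a median of 505.5, over a background of 125 to 211 fragments with a median of 141. Counting error alone is 6.23% of the signal at the summit with the fewest fragments and 0.992% at the summit with the most. Abf1 motifs were searched on both strands with midpoints within 100 bp of each summit, using a weight matrix of 15 positions built from 403 sequences. These were the best matches to RTCRYNNNNNACG, with at most 1 mismatch, in the peaks of fold enrichment 4 or more. A motif had to reach 85% of the way from the lowest to the highest score of the matrix. Positions are counted from the midpoint of the motif at 0, so that the R lies at −6 bp. Off-rates, mean residence times and their quartiles are the paper's, from Dataset EV1, and were joined to the peaks by peak name.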

The binding sites detected before depletion (*t *= 0) correspond well with previously published Abf1 binding sites (Kasinathan *et al*, 2014; Zentner *et al*, 2015; Rossi *et al*, 2018b). Over 90% of binding sites overlap with previously reported sites (Fig EV2A). As exemplified, different genomic locations show distinct rates of binding peak decay (Fig 1B), indicating different mean Abf1 residence times at these sites. Quantification and fitting the exponential decay model (Fig 1A) to the data (Fig 1C–E) yields an estimated site‐specific off‐rate that can also be expressed as an average TF residence time for that site. The examples (Fig 1B–E) were chosen to cover the wide range of different off‐rates/mean residence times observed. 

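The 3 example sites lie in different annotation contexts of the sacCer3 genome. The site at SWT21 and UBP10 has its summit at 289641 on chromosome XIV, inside the UBP10 ORF and 574 bp downstream of the SWT21 ORF. Its fold enrichment before depletion was 23.7, from 3339 fragments at the summit. The motif runs from 289624 to 289638 on the minus strand and reads TCCTATCACAATATACGAGCT from −10 to +10 bp. At UME6 and MSS4, the summit lies at 867890 on chromosome IV in a divergent intergenic region, 368 bp from the UME6 ORF and 334 bp from the MSS4 ORF. This peak had a fold enrichment of 25.4 (3715 fragments) and the motif GAGTGTCACCTCAGACGACGT on the plus strand. The summit at MAE1 and TFA1 lies at 385421 on chromosome XI, again between divergent genes, 696 bp from MAE1 and 337 bp from TFA1. It had the highest fold enrichment of the 3 (37.1, from 5068 fragments) and the motif AAGGATCACTCTTAACGAAGG on the minus strand. The paper's mean residence times for these sites are 5.16 min at UBP10, 15.4 min at MSS4 and 24.4 min at TFA1. The first and second of these sites thus differed by less than 2 units of fold enrichment, whereas their residence times in the paper differ more widely.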

First, stringent peak filtering was performed to obtain only reliable signals, by selecting sites with strong binding (fold enrichment > 4) as well as sites that have a G/C residue at −8 bp from the motif (Fig EV2B) and therefore can efficiently be cross‐linked (Rossi *et al*, 2018a). 

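Of the 421 peaks with a fold enrichment of 4 or more, 399 had at least 1 Abf1 motif. In 191 of these peaks every motif had a G or C at −8 bp, in 158 every motif had an A or T, and 50 peaks held motifs of both kinds. The remaining 22 peaks had no motif at the 85% threshold. The threshold is the choice that moved the number of peaks with only G/C most: at 80%, 147 peaks were kept, and the number of peaks with motifs of both kinds rose to 119.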

Next, off‐rates and the corresponding mean residence times were obtained for these 191 selected Abf1 binding sites by fitting exponential decay models to the ChIP‐seq data of each individual binding peak. Almost all models closely match the actual binding data, with low residuals (Fig EV2C) and a median *R* ^2^ of 0.94 (Fig EV2D, lowest *R* ^2^ = 0.65). Based on these models, the off‐rates for Abf1 range between 0.030 and 0.24 min^−1^ (Fig 1F). This corresponds to a mean residence time of 4.2 min for the most dynamic Abf1 site, the divergent promoter of *SRB2* and *NCP1*, and a mean residence time of 33 min for the promoter of *OCA5* which has a very stable Abf1 binding peak (Fig 1G). This is the first indication that DIVORSEQ can measure mean residence times over a considerable range and that Abf1 has distinct mean residence times at different locations across the genome.

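Both sites lie on chromosome VIII of sacCer3 between divergent genes. The summit between SRB2 (ORF from 189131 to 189864, minus strand) and NCP1 (190543 to 192618, plus strand) is at 190264, which is 400 bp from the start of the SRB2 ORF and 279 bp from the start of the NCP1 ORF. Its fold enrichment was 4.03, with 506 fragments over a background of 125, and it ranked 418 of the 421 peaks that passed the fold enrichment minimum. The best motif there, CACGATCACAGTTCACGACAC from −10 to +10 bp, has its midpoint at 190288 and reached 0.916 of the score range, and a second match (AGCCATCACTACATACTAGCA) at 190258 reached 0.885. The summit beside OCA5 (45929 to 47968, minus strand) is at 48133, 165 bp upstream of the OCA5 ORF and 630 bp from WSC4 (48763 to 50580, plus strand). It had a fold enrichment of 27.8 from 3743 fragments, which is rank 68 of the list. Here, ATGTATCATTCCTCACGAATG on the plus strand has its midpoint at 48132 and a score of 0.957, and CTCAATCATTTGAGACGGGAA on the minus strand has its midpoint at 48164 and a score of 0.942. All 4 motifs have a G or C at −8 bp. The paper's off-rates for the sites are 0.237 min^−1 at SRB2/NCP1 and 0.0305 min^−1 at OCA5. For OCA5, the final binding level in the paper's fit is below 0 (−3364).

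**Figure D1:**
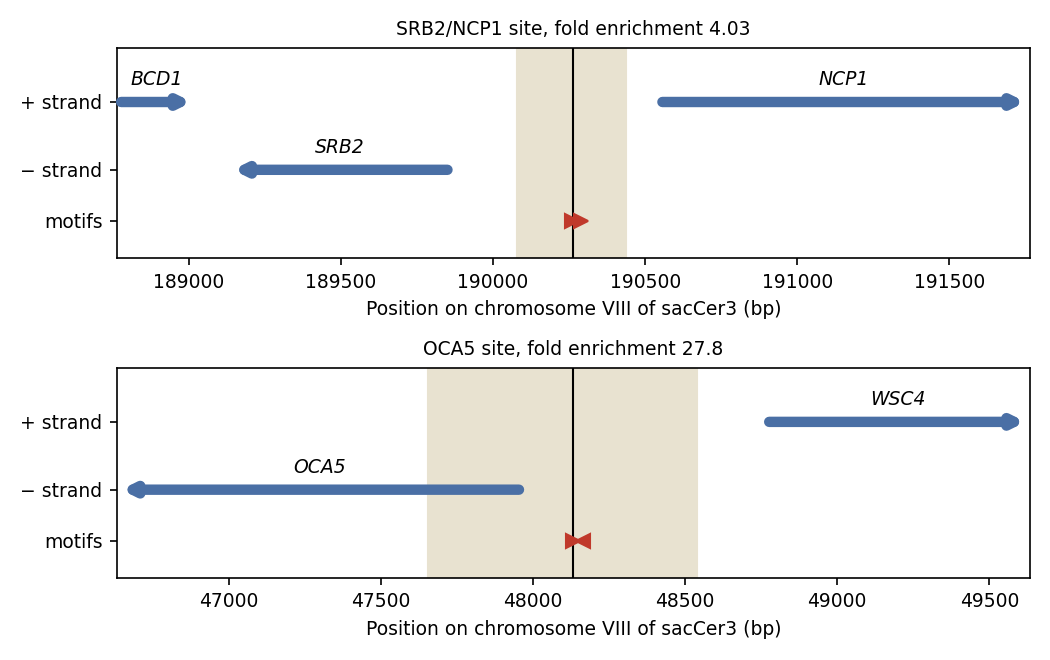
Annotated ORFs (blue arrows, pointing in the direction of transcription), the peak interval (shaded), the peak summit (black line) and Abf1 motifs (red triangles, pointing in the direction of the motif) at the SRB2/NCP1 site and the OCA5 site, by position in bp on chromosome VIII. Both summits lie outside the ORFs, at 190264 and 48133, with 2 motifs at each.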

**Figure 1:**
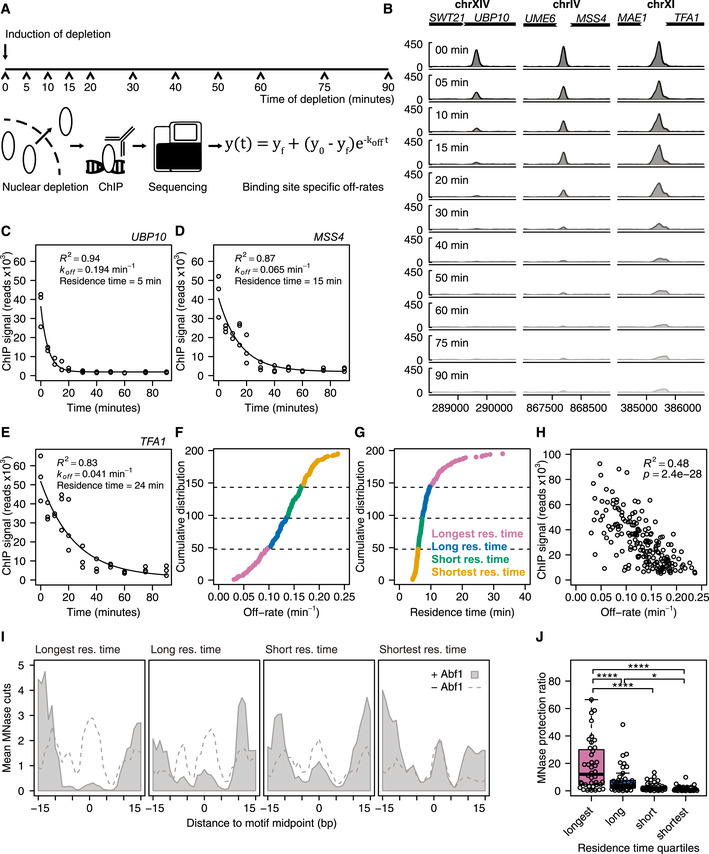
DIVORSEQ measures distinct mean residence times at different genomic sites ASchematic overview of the DIVORSEQ method. Unbound protein of interest is depleted from the nucleus, and at several time points during the depletion, binding levels are measured using ChIP‐seq. The decrease in binding levels is fitted using an exponential decay model and off‐rates and mean residence times are estimated for all binding sites across the genome.BAbf1 binding during the depletion time–course at three Abf1 binding sites with different rates of binding decrease. The signal at each time point is the average of three biological replicates, except for the 10 min time point, where one time point was discarded.C–EFit of the exponential decay model for the examples shown in (B). The estimates for off‐rates, mean residence time and goodness of fit are shown in the plots.F, GCumulative distribution of the off‐rates (F) or mean residence times (G) of the 191 binding sites. The four different mean residence time quartiles are highlighted with different colours.HRelationship between Abf1 binding levels before depletion and off‐rates for the 191 Abf1 binding sites.IAverage *in vivo* MNase sensitivity of the mean residence time quartiles, plotted as the average number of MNase cuts at each position relative to the Abf1 binding motif (MacIsaac *et al*, 2006) before (grey fill) or after (dashed line) nuclear Abf1 depletion. The data were smoothed using a 3 bp window.JExtent of MNase protection by Abf1 for each mean residence time quartile. The MNase protection ratio is the mean number of cuts in the region protected by Abf1 (−8 bp until +8 bp) after depletion of Abf1 (I, dashed line), divided by the mean number of cuts in the same region before depletion (I, light grey fill). Asterisks denote a significant difference between the quartiles, calculated using a one‐way ANOVA followed by Tukey's honest significant difference (HSD) test (*P < 0.05 and ****P < 0.0001).

**Figure EV2:**
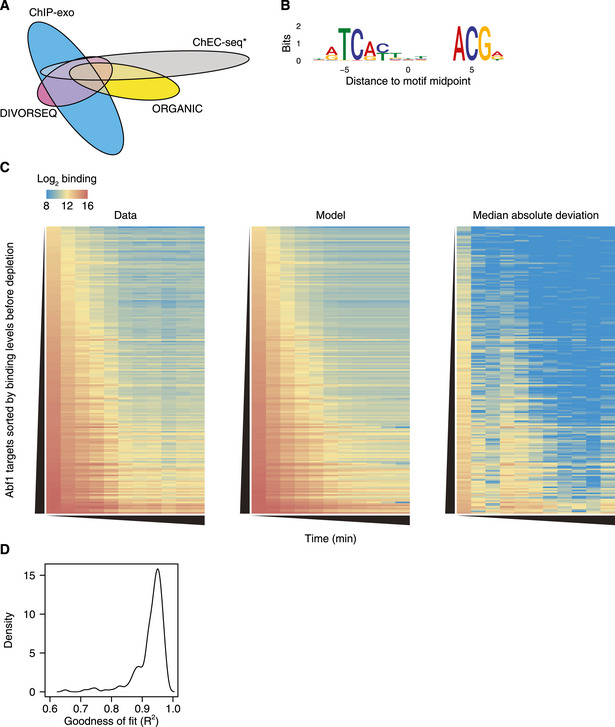
The exponential decay model closely fits the binding data Venn diagram showing the overlap between all unfiltered Abf1 binding sites detected here (*n *= 948) and published Abf1 binding sites detected using ORGANIC ChIP (Kasinathan *et al*, 2014; *n *= 1,068), binding sites detected using ChEC‐seq that were annotated both as “fast” and “high scoring” (Zentner *et al*, 2015; *n *= 1,583) and binding sites that were detected using ChIP‐exo v5 (Rossi *et al*, 2018b; *n *= 3,177).Consensus motif of all Abf1 motifs found at the 191 binding sites. The orientation is the same as the motif used to search for matches (MacIsaac *et al*, 2006), which is the reverse complement of the motif used in (Rossi *et al*, 2018a).Heatmap representation of the average Abf1 binding at the 191 binding sites, quantified as the log_2_ number of reads in the peak (peak summit ± 50 bp). The rows are sorted on the binding levels before depletion, and the columns represent increasing time of depletion. From left to right: average binding data, fit and residuals of the fit (median absolute deviation) are shown.The distribution of the goodness of fit of the 191 Abf1 binding sites.

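At each of the 191 sites the motif with the highest score was read from the reference sequence. A at +4, C at +5 and G at +6 bp were present at every site, the T at −5 bp at 98.4% and the C at −4 bp at 97.9%. At −6 bp, 60.2% of the sites had an A and 35.1% a G, and at −2 bp 54.5% had a C and 45.5% a T. The G/C requirement at −8 bp was divided nearly equally, with G at 50.8% and C at 48.7% of the sites. One site (0.524%) had an A at −8 bp at its best motif in this search. Between −1 and +3 bp, the most common bases were T at −1 bp (61.8%) and T at +1 bp (52.4%), and no base exceeded 30% at +2 or +3 bp. Just outside the consensus, +7 bp was mostly A (51.3%) or G (34.0%).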

### DIVORSEQ‐derived TF mean residence times correspond to MNase protection rates

To initially test whether DIVORSEQ‐derived off‐rates are realistic measures of Abf1 binding stability, two strategies were employed. First, mean residence times were compared to Abf1 binding at *t *= 0. Since off‐rates influence steady‐state binding levels, some degree of correspondence is expected. 

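Fold enrichment at t = 0 was set against the paper's off-rates across the 191 sites, which are not independent replicates. Spearman's rho was −0.701 and Pearson's r on log2 fold enrichment was −0.679, each with p = 1e-05 in a two-sided permutation test, the smallest p that 100000 permutations can give. This was the only relation tested in its family, so that the adjusted p is the same. The square of Pearson's r was 0.461. Of the alternatives, rho moved furthest when the 4 telomeric sites were added (−0.710). The median fold enrichment was 31.8 in the quartile with the longest mean residence times (interquartile range 25.6 to 39.9) and 22.8 in the long quartile (16.3 to 27.8). In the short quartile it was 14.1 (8.77 to 20.5), and in the shortest 8.04 (5.78 to 11.1), so that the interquartile ranges of the longest and shortest quartiles did not overlap. The median number of fragments at the summit was 4377 in the longest and 1170 in the shortest quartile, and values in the shortest quartile therefore carry the larger counting error.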

There is indeed correlation between the DIVORSEQ‐derived off‐rates and binding levels (Fig 1H), whereby sites with low off‐rates have higher Abf1 binding levels. That the correspondence is not complete is also expected because on‐rate contributes to steady‐state binding levels as well. These results therefore also indicate that the relative importance of on‐ and off‐rates may differ for different genomic binding sites. A second verification of the DIVORSEQ‐derived off‐rates was therefore also sought. This was based on an independently generated MNase cleavage dataset, derived from a strain expressing free MNase (Kubik *et al*, 2018). Since it is well known that TF occupancy can result in protection against MNase cleavage, it is expected that Abf1 binding sites with the lowest off‐rate should show the highest degree of MNase protection. This is indeed the case. Abf1 binding sites were divided into the four quartiles with the longest, long, short and shortest mean Abf1 residence times (Fig 1F and G). The average MNase cleavage is plotted for each quartile relative to the Abf1 binding motif (Fig 1I, grey area) and is indeed seen to increase in the four quartiles from left (longest mean residence times, least MNase cleavage) to right (shortest mean residence times, most cleavage). That protection against MNase cleavage in the quartiles with long mean Abf1 residence times is indeed dependent on Abf1 is demonstrated by an overall increase in MNase cleavage after prolonged Abf1 depletion (Fig 1I, dashed line). The extent of MNase protection is also shown for each individual site in each quartile (Fig 1J). DIVORSEQ‐derived Abf1 off‐rates correspond well to the degree of MNase protection. This indicates that the method performs as designed and provides meaningful data for a wide range of TF binding stabilities at different locations across the genome.

### Increased Abf1 binding stability is associated with larger nucleosome‐free regions

Having established that the DIVORSEQ‐derived off‐rates are meaningful reflections of binding stability, we next asked whether there are mechanistic relationships between stability as measured in this manner and the roles of Abf1. Abf1 is important for shaping local chromatin architecture (Venditti *et al*, 1994; Lascaris *et al*, 2000; Yarragudi *et al*, 2004; Hartley & Madhani, 2009; Ganapathi *et al*, 2011; Krietenstein *et al*, 2016; Kubik *et al*, 2018) and contributes to the creation of nucleosome‐free regions (NFRs) by competing with nucleosomes and acting as a barrier that chromatin remodellers use to position surrounding nucleosomes. To investigate whether Abf1 binding stability is related to its role in creating NFRs, nucleosome positioning data (Kubik *et al*, 2015) were investigated in the context of different mean Abf1 residence times. Sites with more stable Abf1 binding (longer mean residence times, Fig 2, top) have larger NFRs (308 bp) compared to sites with shorter mean residence time sites (Fig 2, bottom, 272 bp). These results obviously fit well with the idea that more stably bound Abf1 can more efficiently repel nucleosomes. However, this does not rule out the converse whereby nucleosome remodelling and nucleosome competition causes increased Abf1 off‐rates at those sites with reduced mean residence times. Most importantly for the goals of our study, alongside the MNase protection data (Fig 1I and J), the NFR size associated differences shows that DIVORSEQ‐derived Abf1 off‐rates can be functionally meaningful in this manner too.

**Figure 2:**
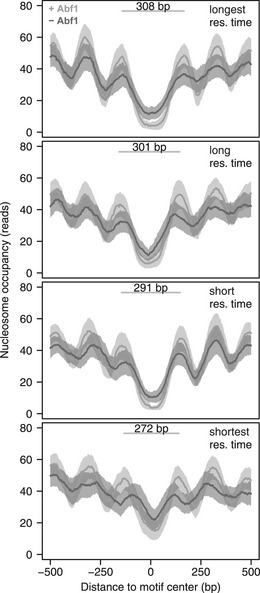
Nucleosomes architecture corresponds to mean residence times Average nucleosome occupancy of the mean residence time quartiles before (light grey) and after (dark grey) Abf1 depletion, centred on the Abf1 binding motif. Nucleosomes of all mean residence time quartiles reposition upon Abf1 depletion, which indicates that Abf1 contributes to the positioning of nucleosomes for all quartiles. The average distance between the midpoints of the −1 and +1 nucleosomes before depletion of Abf1 are indicated for each quartile. The confidence intervals are indicated by a transparent grey fill, calculated as the mean ± the standard error of the mean (SEM). Nucleosome binding data are from (Kubik *et al*, 2015).

### Changes in mRNA synthesis rates match Abf1 binding dynamics

We next investigated whether Abf1 binding dynamics play a role in the function of Abf1 as a transcriptional regulator (Buchman & Kornberg, 1990; Gailus‐Durner *et al*, 1996; Miyake *et al*, 2002, 2004; Yarragudi *et al*, 2007; Paul *et al*, 2015; Kubik *et al*, 2018). Previous studies have shown that not all Abf1 bound promoters show transcriptional dependency on Abf1 (Schroeder & Weil, 1998; Yarragudi *et al*, 2007; Paul *et al*, 2015). This has been ascribed to either lower inherent propensity for nucleosome formation at some sites, binding too far away from a transcription start site, or redundancy with other TFs (Paul *et al*, 2015; Kubik *et al*, 2018). We therefore first determined which genes are dependent on Abf1 by measuring mRNA synthesis rates genome‐wide using 4‐thiouracil labelling of nascent transcripts (Sun *et al*, 2012) during a 90 min Abf1 depletion time–course, at the same times points that were used to determine off‐rates (Fig 3A). Approximately half of the genes with Abf1 promoter binding show a decrease in mRNA synthesis rates upon Abf1 depletion, in agreement with what has previously been described for Abf1 (Schroeder & Weil, 1998; Yarragudi *et al*, 2007; Paul *et al*, 2015). The non‐responsive genes show little, if any, concomitant change in nucleosome repositioning (Figs 3B and EV3A), also in agreement with previous studies (Kubik *et al*, 2018). The set of genes that do show Abf1‐dependency were next used to investigate the role of binding dynamics.

**Figure 3:**
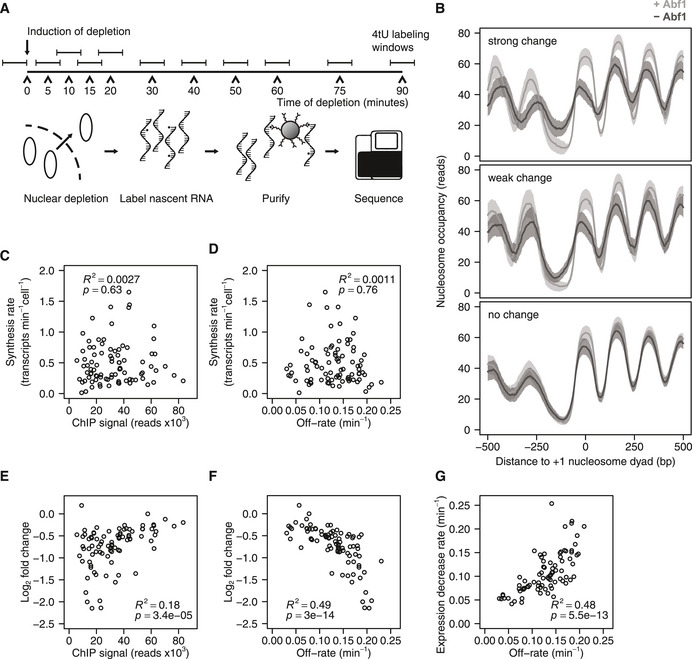
Dynamics of mRNA synthesis changes follow the dynamics of Abf1 dissociation ASchematic overview of the experiment set‐up for measuring promoter output dynamics by labelling nascent RNA. The protein of interest is depleted from the nucleus and nascent RNA is labelled for 6 min using 4‐thiouracil (4tU) at several time points during the depletion. Total RNA is extracted, nascent RNA is purified by biotinylating 4tU labelled RNA and the purified RNA is sequenced. Samples were taken such that the centre of the labelling period was the same as the time points that were used for DIVORSEQ.BAverage nucleosome occupancy relative to +1 nucleosome dyad, of genes with Abf1 binding to the promoter that show strong changes (fold change > 2 at *t *= 20, top panel, *n*=44), weak changes (1.5 ≤ fold change ≤ 2 at *t *= 20, middle panel, *n *= 42) or no changes (fold change < 1.5 at *t *= 20, bottom panel, *n *= 112) in mRNA synthesis upon Abf1 depletion. Nucleosome occupancy is shown before (light grey) and after (dark grey) Abf1 depletion. The confidence intervals are indicated as in Fig 2 by a transparent grey fill, calculated as the mean ± SEM. Nucleosome binding data and +1 nucleosome positions are from (Kubik *et al*, 2015). Downregulated and Abf1 bound genes without an annotated +1 nucleosome were omitted from the plots.C, DRelationship between steady‐state synthesis rates (Sun *et al*, 2012) and binding levels before depletion (C), or off‐rates (D). Genes are shown that are Abf1 bound and downregulated (fold change > 1.5 and *P* < 0.01 at 20 and 30 min of depletion, yielding 88 genes) and have available synthesis rates (*n *= 87).E, FRelationship between log_2_ mRNA synthesis rate changes after 10 min of depletion and binding levels before depletion (E) or off‐rates (F). Genes are shown that are Abf1 bound and downregulated (fold change > 1.5 and *P* < 0.01 at 20 and 30 min of depletion, *n *= 88).GRelationship between expression decrease rates of downregulated genes and off‐rates of the corresponding Abf1 binding site. The expression decrease rates were calculated by fitting the 4tU‐seq time data course using the same exponential decay model that was used for the off‐rates. The genes from (E‐F) are shown, except for the ones where the 4tU‐seq data could not be fitted with an exponential decay model (*n *= 82).

**Figure EV3:**
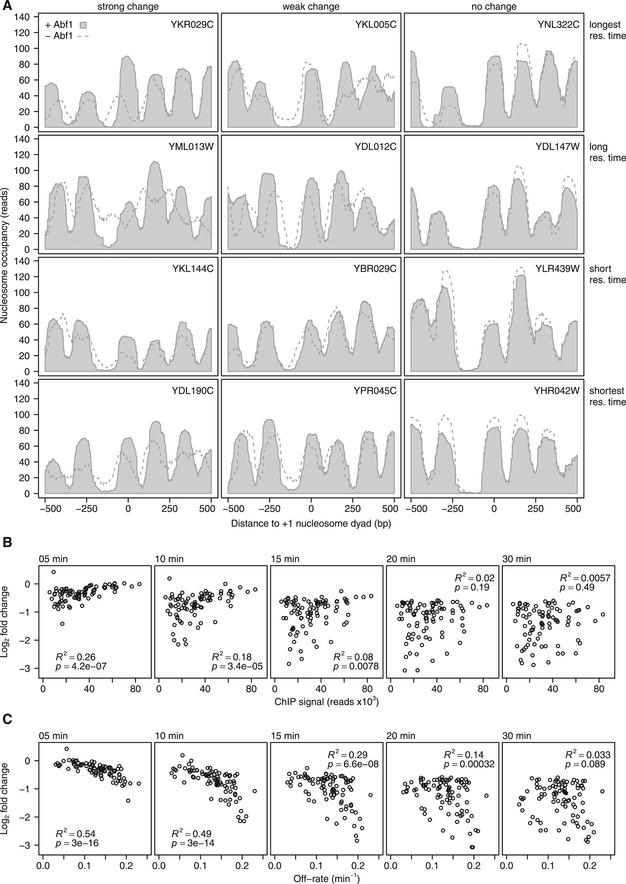
Changes in mRNA synthesis correspond more closely to off‐rates than binding levels ANucleosome occupancy of example genes relative to the +1 nucleosome dyad. Genes are shown from each of the residence time quartiles (rows), with different expression changes (columns), with strong changes (fold change > 2 at *t* = 20, left), weak changes (1.5 ≤ fold change ≤ 2 at *t* = 20, middle) or no changes (fold change < 1.5 at *t* = 20, right). Nucleosome occupancy is shown before (light grey fill) and after (dashed line) Abf1 depletion. Nucleosome binding data and +1 nucleosome positions are from (Kubik *et al*, 2015).BChange in mRNA synthesis rate versus Abf1 binding level before depletion of the corresponding binding site after 5, 10, 15, 20 and 30 min of depletion of downregulated genes (fold change > 1.5 and *P* < 0.01 at 20 and 30 min of depletion) with Abf1 binding in the promoter (*n *= 88). The panel for *t *= 10 min is also shown in Fig 3E.CChange in mRNA synthesis rate versus the off‐rates of the corresponding binding sites for the same gene‐binding sites pairs as in (A) 5, 10, 15, 20 and 30 min after induction of depletion. The panel for *t* = 10 min is also shown in Fig 3F.

First, steady‐state synthesis rates (transcripts per minute per cell, Sun *et al*, 2012) were compared to steady‐state binding levels of Abf1. In contrast to what might be expected, there is virtually no relationship between the amount of Abf1 at a promoter and promoter activity at steady state (Fig 3C). Regardless of absolute binding levels, promoters with more stably bound Abf1 also do not show higher synthesis rates (Fig 3D). There is however some association between the steady‐state amount of bound Abf1 and the early changes in synthesis rates observed upon Abf1 depletion (Figs 3E and EV3B). The relationship between Abf1 presence and transcriptional dependency is markedly stronger when taking into account the DIVORSEQ‐derived off‐rates (Figs 3F and EV3C). Genes showing the largest change in promoter output are those with the highest off‐rates. This holds both for the 10 min time point analysed in Fig 3F, as well as when fitting an exponential decay model to the entire mRNA synthesis rate time–course (Fig 3G). For those genes that are dependent on Abf1 for transcriptional activity, there is a strong correspondence between the loss of Abf1 and the reduction in synthesis rate. The relationship between Abf1 and transcriptional output only becomes clear when plotting off‐rates (Fig 3F and G). This emphasizes the importance of methods to investigate interaction dynamics genome‐wide and the utility of DIVORSEQ for this purpose. As discussed later, our analyses agree with the idea that an Abf1‐dependent NFR is the most important determinant for setting up transcription, resulting in associated dependencies on Abf1 (Paul *et al*, 2015; Kubik *et al*, 2018; Fig 3B), but that fine‐tuning the absolute levels of steady‐state transcriptional output is further dependent on other contributing transcription (co‐)factors.

### Stably bound sites are more efficient roadblocks for pervasive Pol II transcription

In addition to being a chromatin organizer, Abf1 has been shown to function as roadblock for pervasive transcription (Roy *et al*, 2016; Candelli *et al*, 2018). In this role, Abf1, like the other general regulatory factors Reb1 and Rap1, can block transcribing RNA polymerase II (Pol II). This collision causes Pol II to stall, to become ubiquitinylated and likely degraded (Colin *et al*, 2014; Candelli *et al*, 2018). An obvious hypothesis, as has indeed been suggested (Roy & Chanfreau, 2018), is that TF binding stability may contribute to roadblock function. To test this idea, data of actively transcribing Pol II (Schaughency *et al*, 2014) were analysed. The average Pol II presence relative to the Abf1 binding motif was plotted for each of the mean residence time quartiles (Fig 4A). A roadblock peak (Fig 4A, arrow) can be observed immediately upstream of the Abf1 motif for the quartile with the longest mean residence times, and this becomes less pronounced with shorter mean residence times. Quantification of roadblock efficiency at each individual site confirms that stronger roadblocks are observed in the quartile with the longest mean residence times (Fig 4B). In agreement with this, sites with stalled Pol II have significantly lower off‐rates compared to sites that do not (Fig 4C). More stably bound Abf1 is a more efficient roadblock for transcribing Pol II, further demonstrating the utility of genome‐wide off‐rate measurements for molecular mechanistical understanding.

**Figure 4:**
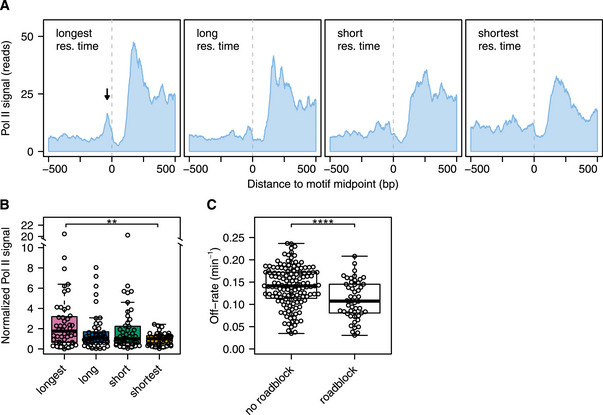
Sites with long mean residence times function as a roadblock for pervasive transcription Average RNA polymerase II binding for the different mean residence time quartiles. Binding profiles are centred on the Abf1 motif. The dotted line marks the midpoint of the Abf1 motif. All RNA polymerase II binding data were reoriented such that each motif is oriented in the same direction. RNA polymerase II binding is PAR‐CLIP (photoactivatable ribonucleoside‐enhanced cross‐linking and immunoprecipitation) data from (Schaughency *et al*, 2014).Quantification, by mean residence time quartile, of normalized Pol II binding levels at the roadblock peak. These levels are defined as the amount of roadblocked Pol II (located at −37 ± 5 bp) divided by the amount of upstream Pol II (from −300 to −100 bp). Asterisks denote a significant difference between the quartiles, calculated using a one‐way ANOVA followed by Tukey's HSD test (**P < 0.01).Difference in off‐rates between sites that are a roadblock (normalized Pol II signal > 2) and those that are not. The *P*‐value was calculated using a two‐tailed *t*‐test (****P < 0.0001).

### Factors contributing to Abf1 binding stability

When applied to Abf1, DIVORSEQ indicates that there is a considerable range of off‐rates and that this contributes to different aspects of Abf1 function. The ability to determine mean residence times also allows for investigation into the factors that determine different off‐rates. The DNA binding motif is obviously an important factor for determining Abf1 binding stability. To evaluate the contribution of motif frequency, the number of Abf1 motifs in the vicinity of each Abf1 peak was counted. 

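In the search with the matrix built from these peaks, 169 of the 191 sites had a single Abf1 motif within 100 bp of the summit and 22 had 2 or more, of which 2 sites had 3. The median of the paper's mean residence times was 9.53 min for the sites with 2 or more motifs and 7.19 min for those with a single motif. The difference in mean ranks was larger than expected from permuting the sites (p = 0.0272, two-sided permutation test). Of the 22 sites, 14 lay above the median of the single-motif sites. How many sites count as having several motifs depended on the threshold. At 80% there were 87, and the difference in medians was 0.600 min (permutation p = 0.207), whereas at 90% there were 5, with a difference of 19.3 min (permutation p = 1e-05, the smallest possible). With the paper's own motif numbers, 11 sites have 2 or more motifs and a median of 16.4 min (permutation p = 0.00543). Among the 22 sites are all 3 sites whose final binding level is negative in the paper's fit, and without them the difference was 1.32 min (permutation p = 0.209). These 3 sites rank 1, 3 and 4 in residence time, so leaving them out lowers the difference by construction. The change in p therefore does not show that the fit caused the difference.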

Although there are only a few peaks with multiple motifs, it is clear that most sites with more than one Abf1 binding motif have significantly longer mean residence times compared to sites with only a single binding motif (Fig 5A). Such increases in stability are likely caused by different types of cooperative effects associated with the presence of multiple motifs (Adams & Workman, 2020; Polach & Widom, 1996; Miller & Widom, 2003; Hager *et al*, 2009; Mirny, 2010).

**Figure 5:**
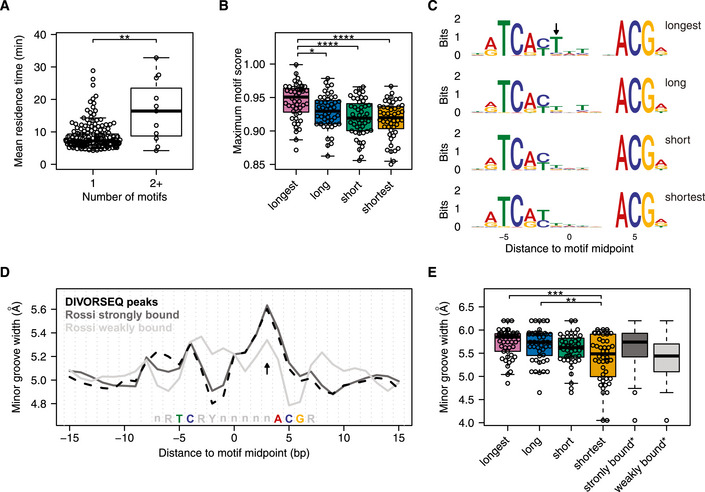
Factors that contribute to Abf1 binding stability Difference in mean residence times between sites with one motif and sites with two or more motifs. The *P*‐value was calculated using a Wilcoxon rank‐sum test (**P = 0.0066), rather than a *t*‐test (*P* = 0.022) as used in Fig 4C, since the group with 1 binding motif is not normally distributed.Difference in maximum motif score between the different mean residence time quartiles. When a site has more than one motif, the highest score was used.Sequence logos showing the representative binding motif of each mean residence time quartile. Motifs from the longest mean residence time quartile are enriched (*P* = 0.0046) for having a thymine at position −1 bp (arrow).Predicted minor groove width centred at the Abf1 binding motif of all 191 Abf1 sites found here (black, dashed line) and Abf1 binding motifs defined as strongly bound (dark grey line) and weakly bound (light grey line) by (Rossi *et al*, 2018a).Difference in predicted minor groove width between the mean residence time quartiles at position +3 bp from the motif midpoint (D, arrow). In addition, the minor groove width at this position of the Abf1 motifs defined as strongly and weakly bound by (Rossi *et al*, 2018a) are shown (*n *= 400 for each group). Asterisks in (B) and (E) denote adjusted *P*‐values calculated using a one‐way ANOVA followed by Tukey's HSD test between the mean residence time quartiles (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

Beside the number of motifs, the sequence composition of the binding motif is also likely to contribute to binding stability. To investigate how motif composition affects Abf1 binding stability, the motif score of each of the binding motifs was compared between the mean residence time groups. 

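The highest motif score at each site, as a share of the range of the matrix, was 0.952 ± 0.0202 (SD over 48 sites) in the longest quartile, 0.935 ± 0.0216 in the long, 0.929 ± 0.0234 in the short (47 sites) and 0.929 ± 0.0235 in the shortest. The SDs are over sites, not replicates. The longest quartile exceeded the long by 0.0172, the short by 0.0235 and the shortest by 0.0230. For each of these pairs the Benjamini-Hochberg adjusted p over the 6 pairs of quartiles was under 0.05 in two-sided permutation tests (0.00038, 6e-05 and 6e-05). None of the other 3 pairs differed by more than permutation gives, with adjusted p of 0.256 for long against short, 0.256 for long against shortest and 0.921 for short against shortest. The scores from this matrix and those in Dataset EV1 had a Pearson's r of 0.888 across the sites. With the scores of Dataset EV1 in place of these, the longest quartile exceeded the long by 0.0165 and the shortest by 0.0279.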

Binding sites with the longest mean residence time have a motif that is closer to the consensus compared to the other sites (Fig 5B), which indicates that having a stronger binding motif leads to more stable binding. Indeed, mutating the binding site of another well‐studied TF, Gal4, results in a shorter residence time (Donovan *et al*, 2019b). To investigate the contribution of motif sequence to Abf1 binding stability in more detail, the consensus motifs of the different mean residence time groups were compared to each other (Fig 5C). Although the consensus motifs of all four groups are similar, showing good correspondence to published motifs (MacIsaac *et al*, 2006; Kasinathan *et al*, 2014; Zentner *et al*, 2015; Rossi *et al*, 2018a), the longest mean residence time group has a significant enrichment (*P* = 0.0046) for a thymine in the variable part of the motif, at position −1 bp (Fig 5C, arrow). This suggests that having a thymine at this position is not needed for binding per se, but that it contributes to the binding stability of Abf1. 

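At the best motif of each site, a T was present at −1 bp in 40 of the 48 sites of the longest quartile (83.3%). It was present in 27 of 48 sites of the long quartile (56.2%), 25 of 47 of the short (53.2%) and 26 of 48 of the shortest (54.2%). The longest quartile against the other three together, which had 78 T in 143 sites (54.5%), gave p = 0.000301 in a two-sided Fisher's exact test. The difference was 28.8 percentage points. Among the alternatives, restricting the comparison to sites with 1 motif moved it most, to 36.4 percentage points, with 35 of 38 sites in the longest quartile (Fisher's exact test, p = 1.61e-05). From the enrichment of T in a variable part of the motif, the paper proposes that this base is not needed for binding itself but adds to the stability of Abf1 on DNA.

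**Figure D2:**
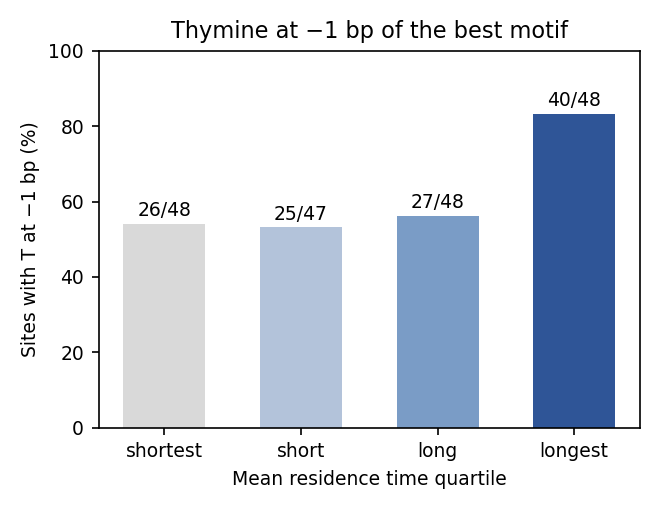
Share of sites with a T at −1 bp of the best motif (y axis, %) in each mean residence time quartile (x axis), with the number of sites above each bar. The longest quartile stands at 83.3%, and the other quartiles between 53.2% and 56.2%.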

In agreement with this, mutation of a thymine residue at this position reduces the binding levels of Abf1 *in vitro* (Gailus‐Durner *et al*, 1996).

DNA shape can also influence Abf1 binding levels (Zentner *et al*, 2015; Rossi *et al*, 2018a). Strongly and weakly bound Abf1 sites differ in their predicted minor groove width as estimated across naked DNA motifs (Rossi *et al*, 2018a). The Abf1 sites found here closely resemble the strongly bound sites in their minor groove width pattern (Fig 5D). Strikingly, the same analysis performed across the four groups of sites with different mean residence times reveals that in terms of minor groove width at position +3 bp (Fig 5D, arrow), the group with shortest mean Abf1 residence times most closely resembles the sites with low Abf1 binding levels (Rossi *et al*, 2018a), in having a smaller minor groove (Fig 5E). This suggests that the lower binding levels observed on sites with a reduced minor groove width at the +3 position is caused by a higher off‐rate. The extended genome‐wide survey of Abf1 binding stabilities demonstrates that factors influencing TF binding stability *in vivo* can also be advantageously studied by DIVORSEQ.

## Discussion

The dynamics of proteins interacting with DNA are thought to play an important role in the regulation of chromatin‐associated processes such as transcription (Hager *et al*, 2009). To fully understand these processes at a molecular level requires an understanding of the underlying binding dynamics. DIVORSEQ quantifies protein–DNA binding dynamics *in vivo* by directly measuring off‐rates and mean residence times at multiple binding sites across an entire genome. Applying DIVORSEQ to the TF Abf1 shows that the method can measure meaningful differences in off‐rates spanning a wide range of values. Our results show how motif number, sequence and structure of the binding motif contribute to off‐rates and how this aspect of binding dynamics influences the roles of Abf1 as a chromatin organizing factor, a transcriptional regulator and a termination roadblock for RNA polymerase II at different sites across the genome.

Abf1 is a general regulatory factor, known to organize chromatin (Venditti *et al*, 1994; Lascaris *et al*, 2000; Yarragudi *et al*, 2004; Hartley & Madhani, 2009; Ganapathi *et al*, 2011; Krietenstein *et al*, 2016; Kubik *et al*, 2018). Our results show good correspondence between NFR size and binding stability (Fig 2). Sites with shorter mean Abf1 residence times have smaller NFRs. This could either be explained by stronger nucleosome exclusion through more stably bound Abf1, or conversely, by more stable binding of Abf1 in larger NFRs. Abf1 shapes the local chromatin architecture by competing with nucleosomes (Venditti *et al*, 1994; Yarragudi *et al*, 2004) and by acting as a barrier that chromatin remodellers use to position flanking nucleosomes (Krietenstein *et al*, 2016). It seems reasonable that Abf1 forms a more efficient barrier when it is more stably bound, thus repelling nucleosomes more efficiently, which would support the hypothesis that stable binding creates bigger NFRs. On the other hand, being a barrier means that chromatin remodellers actively position nucleosomes towards Abf1. Therefore, nucleosomes that are being positioned by remodellers may exert a force on Abf1 and destabilize its binding. In this hypothesis, competition with nucleosomes could reduce the residence time of Abf1, as has been shown for Rap1 (Lickwar *et al*, 2012; Mivelaz *et al*, 2020). Upon depletion of Abf1, nucleosomes become repositioned in all mean Abf1 residence time quartiles, but sites with the shortest mean residence time show the biggest reduction in NFR size (Fig 2). This fits with nucleosome positioning leading to shorter mean Abf1 residence times at these sites. Neither hypothesis can, nor need be excluded as yet. The observed correspondence between NFR size and Abf1 off‐rates at different sites highlights the advantage of such measurements as a starting point for detailed characterization of molecular mechanisms.

Besides organizing chromatin, Abf1 also functions as a transcriptional regulator (Buchman & Kornberg, 1990; Gailus‐Durner *et al*, 1996; Miyake *et al*, 2002, 2004; Yarragudi *et al*, 2007). Abf1 is known to be only a weak activator of transcription (Buchman & Kornberg, 1990; Levo *et al*, 2017), and the results presented here indicate that it mainly regulates transcription through repositioning nucleosomes, which is consistent with previous reports (Paul *et al*, 2015; Kubik *et al*, 2018). Our results fit with Abf1 stimulating transcription by creating an NFR that allows other regulatory factors to bind and whose activities may more directly dictate steady‐state expression levels. This offers an explanation for why there is little correlation between steady‐state mRNA synthesis rates and Abf1 binding levels or off‐rates (Fig 3C and 3D), but nevertheless good correlation between off‐rates and changes in mRNA synthesis rates upon depletion (Fig 3F). Removal of Abf1 causes NFR collapse for those promoters that have no redundant mechanisms of NFR upkeep (Fig 3B), resulting in cessation of promoter activity. This is in contrast to Rap1, which is known to directly contact TFIID (Garbett *et al*, 2007) and may directly recruit the transcription pre‐initiation complex itself. Such direct recruitment suggests that Rap1 is the main regulator of transcription of its targets, explaining correlation between Rap1 binding dynamics and steady‐state mRNA synthesis levels (Lickwar *et al*, 2012). As with the analysis of roadblock function for Abf1, different modes of regulator activity or function may therefore be revealed by detailed analyses of binding dynamics.

A limitation of DIVORSEQ is that analysis is in bulk, rather than at the single cell resolution available through microscopy (Hager *et al*, 2009; Larson, 2011; Mueller *et al*, 2013; Voss & Hager, 2014; Coleman *et al*, 2015; Brignall *et al*, 2019; Elf & Barkefors, 2019). This is offset by the advantage of determining off‐rates for many loci across the genome in parallel. Other methods that measure site‐specific *in vivo* binding dynamics include competition ChIP, which determines turnover and is limited by a slow induction of the competitor protein, as well as by the substantial carbon source perturbation required for induction (Schermer *et al*, 2005). DIVORSEQ directly measures off‐rates and has been designed for application alongside on‐rate measurement by cross‐linking kinetic analyses (Poorey *et al*, 2013), that has yet to be applied at the genomic scale (Zaidi *et al*, 2017). In theory, on‐rates can also be inferred from a combination of binding levels and off‐rates. Such inference will lead to large estimation errors and therefore direct measurement of on‐rates, for example by an approach like cross‐linking kinetic analysis is preferable.

Considerations that need to be made when applying DIVORSEQ include having sufficiently rapid removal of unbound proteins from the nucleus. Using anchor‐away (Haruki *et al*, 2008), an estimated 2,000 molecules can be depleted from the nucleus per minute (Warner, 1999). This implies that for highly abundant proteins such as Abf1, with an estimated 6,000 molecules (Ho *et al*, 2018), mean residence times will be determined at minute‐scale resolution. In other words the lower limit of detecting residence times is mainly determined by the number of TF molecules and the 4 min shortest residence time for Abf1 is the limit for applying DIVORSEQ in its current form to Abf1. The lower limit of residence times determined will be lower for less abundant proteins.

The timescale of minutes found here for Abf1 by DIVORSEQ may seem in contrast to the timescale of seconds that have frequently been reported for other TFs using microscopy based methods (McNally *et al*, 2000; Bosisio *et al*, 2006; Karpova *et al*, 2008; Loffreda *et al*, 2017; Donovan *et al*, 2019a). The microscopy based methods certainly also have their limitations such as sensitivity to the model used for fitting, bleaching and out‐of‐focus movement, making it challenging to accurately measure minute time scale residence times. Nevertheless, it is important to point out that minute‐scale residence times have been reported for several TFs previously (Yao *et al*, 2006; Hammar *et al*, 2014; Agarwal *et al*, 2017; Hansen *et al*, 2017; Donovan *et al*, 2019a; Mivelaz *et al*, 2020). It is possible that different approaches are suitable for different TFs with different ranges of residence times. This issue can best be addressed by comparing measurements of many different TFs by several different methods. Until such a comparison is carried out it is possible that some methods, including DIVORSEQ, should only be interpreted on a relative scale. Such relative measurements are of course still valuable for investigating biological meaningful differences in residence times.

That anchor‐away is sufficiently rapid for Abf1, is indicated by the excellent fit to first‐order kinetics observed and the wide range of different off‐rates obtained. Besides anchor‐away, other techniques that facilitate nuclear depletion could also be used (Klemm *et al*, 1997; Bayle *et al*, 2006; Busch *et al*, 2009), contingent on rapidity. A second consideration is that the ChIP or genomic location protocol requires results that are comparable between time points. Here we first extensively optimized almost all ChIP protocol steps to achieve this (preprint: de Jonge *et al*, 2019). Some limitations still remain. Abf1 can only be cross‐linked to sites with a guanine or cytosine at −8 bp from the binding motif centre (Rossi *et al*, 2018a). Sites without a guanidine or cytosine at this position were therefore excluded here although some nevertheless yielded low signals. These signals at sites without a G/C at position −8 bp from the motif did not deplete over time and are likely caused by small amounts of cytosolic Abf1 rebinding during the ChIP procedure. Therefore no reliable fits can be obtained for these sites and they were therefore excluded from all analyses. 

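The signal at sites without a G or C at −8 bp can be read from the peaks at t = 0. Of the 948 peaks, 239 had only motifs with a G or C at −8 bp and a median fold enrichment of 12.8, and 325 had only motifs with an A or T and a median of 3.77. The difference in mean log2 fold enrichment was 1.20 (p = 1e-05, the smallest that 100000 permutations give, two-sided permutation test across peaks). The alternative that moved it most was leaving out peaks in tRNA genes and ORFs, where it was 1.45. Among peaks with a single motif, the median was 13.4 with C at −8 bp (102 peaks), 11.1 with G (120), 4.24 with A (175) and 3.56 with T (109). In all, 79.9% of the G/C peaks and 48.6% of the A/T peaks reached a fold enrichment of 4. The 158 A/T peaks that did so had a median of 7.81, 64 of them had a fold enrichment of 10 or more and 27 of 20 or more. The highest was at 255938 on chromosome VIII, between NMD2 and YHR078W. It had a fold enrichment of 61.8 from 8421 fragments, second among all peaks, and its only motif, AATTATCACTTGATACGAATT from −10 to +10 bp on the minus strand, has a T at −8 bp. The highest peak of the list, at 423224 on chromosome VII between HEM2 and YGL039W (68.2), held a motif with G and another with A at −8 bp. The third highest, at 54248 on chromosome X between PRP21 and ECM25 (60.7), had a G there. Some A/T peaks lie in telomeric regions, for example that at 316031 on chromosome III (21.2), and they were not left out. Binding of the A/T sites during depletion was not analysed here.

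**Figure D3:**
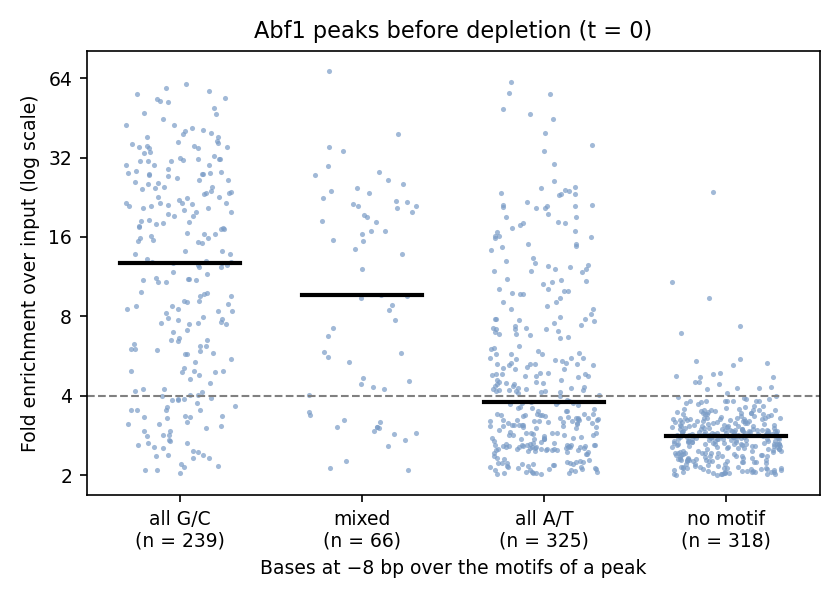
Fold enrichment over input of the Abf1 peaks at t = 0 (y axis, log scale) by the bases at −8 bp of their motifs (x axis). Each point is a peak, the black bars are medians and the dashed line marks a fold enrichment of 4. The medians are 12.8 for all G/C, 9.61 for mixed, 3.77 for all A/T and 2.81 without a motif, and points of the A/T group reach 61.8.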

Combined with peak filtering for robust binding, this reduced the number of Abf1 sites for which off‐rate could be determined. Improvements to DIVORSEQ could therefore be aimed at preventing rebinding and/or applying assays that do not depend on cross‐linking (Zentner *et al*, 2015; Skene & Henikoff, 2017). These considerations aside, that the determined off‐rates are accurate is corroborated by the MNase protection levels at Abf1 sites with different off‐rates, as well as by the diverse aspects of previously established Abf1 function presented here for the first time in the context of a large number of genomic binding sites and their binding dynamics.

## Materials and Methods

### Strains

The strains used in this study are *Saccharomyces cerevisiae* anchor‐away strains (Haruki *et al*, 2008) that were recreated in the BY4742 background (de Jonge *et al*, 2017). Besides the FRB domain from mammalian target of rapamycin (mTOR), the anchor‐away tag consists of yeast enhanced green fluorescent protein (yEFGP) and a triple V5 tag. The parental BY4742 anchor‐away strain, which has an *FPR1* deletion and a *tor1‐1* mutation to desensitize the strain to rapamycin, was used as a wildtype control.

### Growth conditions

Strains were streaked from −80°C stocks on appropriate selection plates (for the parental anchor‐away strain: YPD + Nourseothricin and for the Abf1‐aa strains: YPD + Nourseothricin + Hygromycin), and incubated at 30°C for 3 days. In the morning, liquid pre‐cultures were inoculated in 1.5 ml of synthetic complete (SC) medium: 2 g/l dropout mix complete and 6.71 g/l yeast nitrogen base without amino acids, carbohydrate & w/AS (YNB) from US Biologicals (Swampscott, USA) with 2% D‐glucose. In the afternoon, several pre‐cultures were combined, diluted to final volume of 20 ml and grown overnight. The growth conditions were identical for all experiments and pre‐cultures: in SC medium at 30°C, with shaking (230 rpm).

### Anchor‐away depletion

At *t *= 0, Abf1 was depleted from the nucleus by addition of rapamycin (LC Laboratories #R‐5000; dissolved to 2mM in DMSO), to a final concentration of 7.5 μM. For the *t *= 0 time point, the same volume of DMSO instead of rapamycin was added and incubated for 90 min.

### Chromatin immunoprecipitation

ChIP was performed as described in detail in (de Jonge *et al*, 2020) using biological triplicates. To summarize: cells were diluted in the morning to an optical density (OD) of 0.11–0.15 (WPA Biowave CO8000 Cell Density Meter) in 100 ml of SC medium, and grown for at least 2 doublings to an OD_600_ = 0.8, which corresponds to about 2 × 10^7^ cells per ml. Additions of rapamycin and DMSO were staggered such that all time points were ready at the same OD (0.8). When this OD was reached, the cells were cross‐linked for 5 min by addition of 37% formaldehyde (Sigma‐Aldrich #252549) to a final concentration of 2%. The formaldehyde was quenched using a final concentration of 1.5M of Tris (tris(hydroxymethyl)aminomethane) for 1 min. Subsequently, the cells were pelleted by centrifugation at 3,220 *g* at 4°C for 3 min. The pellet was washed in 10 ml TBS (150 mM NaCl, 10 mM Tris pH 7.5) and pelleted again at 3,220 *g* for 3 min at 4°C. After resuspension in 1 ml MQ, cells were centrifuged at 3,381 *g* for 20 s at room temperature and the pellet was snap‐frozen in liquid nitrogen and stored at −80°C.

To lyse cells, the cells were resuspended in FA lysis buffer (50 mM HEPES‐KOH pH 7.5, 150 mM NaCl, 1 mM EDTA pH 8.0, 1% Triton X‐100, 0.1% Na‐deoxycholate, 0.1% SDS) containing the protease inhibitors aprotinin, pepstatin A, leupeptin and PMSF to a final volume of 2ml, transferred to 2‐ml screw‐cap tubes and disrupted using zirconium/silica beads 0.5 mm (BioSpec Products, #11079105z) by bead beating 7 times 3 min in a Genie Disruptor (Scientific Industries). The lysate was recovered and centrifuged at 1,503 *g* for 2 min at 4°C to remove cell debris. The supernatant was subsequently fragmented by sonicating the samples for 10 cycles of 15 s on, 30 s off using a Bioruptor Pico sonicator (Diagenode #B01060010).

For the immunoprecipitation, 450 μl of the fragmented chromatin was incubated with 1 μl of anti‐V5 antibody (Life Technologies #R96025) for 2 h at 4°C. A 20 μl aliquot was kept separate as an input control. The chromatin + antibody were subsequently bound for 20 min at room temperature to magnetic beads (Dynabeads protein G, Life Technologies #10004D) that were pre‐incubated with BSA. The beads were washed twice with PBS and twice using PBS‐T. During the last wash, the beads were transferred to fresh LoBind tubes (Eppendorf #0030108051). Cross‐links were reversed by incubating in TE/1% SDS (10 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 1% SDS (w/v)) overnight at 65°C. The next morning, RNA was degraded by addition of RNAse A/T1 (Thermo Scientific #EN0551) at 37°C, and subsequently proteins were digested by addition of proteinase K (Roche #03115852001) at 37°C. After protein digestion, DNA was recovered using a Qiagen PCR purification cleanup kit (Qiagen #28106) by eluting in 30 μl buffer EB.

### RNA labelling and extraction

For the 4tU‐seq time–course, 20 ml cultures were used, with biological triplicates for each time point. Rapamycin and DMSO additions were staggered such that all cultures were ready at the same OD (0.8). WT samples incubated with rapamycin or DMSO for 90 min were taken along as a controls. Three minutes before the cultures were ready, 4‐thiouracil (4tU; Sigma‐Aldrich #440736) was added to the cell cultures to a final concentration of 5 mM. Cells were incubated with 4tU for 6 min in total, such that the centre of the labelling period matched the time point of the ChIP time–course. Subsequently, cells were harvested by centrifugation at 3,220 *g* for 3 min, cell pellets were snap‐frozen immediately in liquid nitrogen and stored at −80°C.

To isolate total RNA, cells were resuspended in Acid Phenol Chloroform (Sigma #P1944) and immediately mixed with the same volume of TES buffer (10 mM Tris pH 7.5, 10 mM EDTA, 0.5% SDS). The samples were vortexed hard for 20 s, the tubes were covered in aluminium foil to keep the samples dark, and incubated in a 65°C water bath for 10 min. Next, the samples were transferred to 1.5 ml tubes and incubated in a thermomixer for 50 min at 65°C and 1,400 rpm, while covered with aluminium foil. After incubation, samples were centrifuged at 18,407 *g* for 20 min at 4°C. The water phase was recovered and phenol extraction was repeated once, followed by extraction using chloroform–isoamyl alcohol (25:1). The RNA was precipitated using sodium acetate (NaAc 3M, pH 5.2) and 100% ethanol (−20°C) by incubating at −20°C for at least 30 min. DTT was also added to a final concentration of 1 mM to prevent oxidation of the 4tU. The pellet was washed once with 80% ethanol and resuspended to a final concentration of 1 μg/μl in sterile MQ.

To recover nascent transcripts the protocol from (Dölken *et al*, 2008) was used with minor adaptations. In brief, 100 μg of cleaned RNA was heated to 60°C for 10 min and immediately put on ice for 2 min. The RNA was biotinylated by adding 200 μl Biotin‐HPDP (Thermo Fisher Scientific #21341) dissolved to 1 mg/ml in 30% DMF. Unbound biotin was removed using chloroform extraction. Biotinylated RNA was separated from total RNA using streptavidin‐conjugated magnetic beads and μMACs columns (Miltenyi Biotec #130‐074‐101). The beads were washed 6x using 65°C washing buffer (100 mM Tris pH 7.5, 10 mM EDTA, 1 M NaCl, 0.1% Tween‐20) and bound RNA was eluted using 200 μl of 100 mM DTT. The nascent RNA was purified using an RNeasy MinElute Cleanup Kit (Qiagen #74204).

### Library preparation and sequencing

ChIP‐seq libraries were created using a combination of a NEXTflex Rapid DNA‐Seq Kit (Bioo Scientific #NOVA‐5144) and a NEXTflex Rapid Directional qRNA‐Seq Kit (Bioo Scientific #NOVA‐5130) to allow for incorporation of unique molecular identifiers (UMIs) (Kivioja *et al*, 2012) on both sides of each fragment. To improve speed and accuracy, a maximum of 8 libraries were prepared at the same time. To make the amount of starting material of the input samples similar to that of the IP samples, the input samples were diluted 1:300 prior to library prep. End‐repair and adenylation were carried using the NEXTflex Rapid DNA‐Seq Kit with half of the recommended volumes. The subsequent steps were carried out using the NEXTflex Rapid Directional qRNA‐Seq Kit with a quarter of the recommended volumes for the adapter ligation and half volumes for the PCR amplification. The initial volume used for each of the bead clean‐ups was adjusted to 50 μl by addition of MQ and bead ratios were kept as recommended. The number of PCR cycles used was the same for all ChIP and input samples (13 cycles) except for the WT IPs where 15 PCR cycles were used. Library yields were assessed using a High Sensitivity DNA bioanalyzer chip (Agilent) and equimolar amounts of library were pooled and sequenced paired‐end 2 × 75 bp on a NextSeq 500 system (Illumina).

4tU‐seq libraries were created using the NEXTflex Rapid Directional qRNA‐Seq Kit (Bioo Scientific #NOVA‐5130) with a slightly modified protocol. During step *D* of the protocol (*i.e*. bead cleanup after second strand synthesis) the beads were resuspended in 10 μl of resuspension buffer, and 8 μl was used for the next step. From this step onwards, half of all recommended volumes were used. The initial volume used for each of the bead clean‐ups was adjusted to 50 μl by addition of MQ and bead ratios were kept as recommended. Since the concentrations of labelled RNA differed after the purification, a qPCR was performed to estimate the number of PCR cycles needed for each sample after adapter ligation. The number of cycles that were used varied between 8 and 12 cycles. Library yields were assessed using a High Sensitivity DNA bioanalyzer chip (Agilent) and equimolar amounts of library were pooled and sequenced paired‐end 2 × 75 bp in two sequence runs on a NextSeq 500 system (Illumina).

### Mapping

Reads from both the ChIP‐seq and 4tU‐seq experiments were aligned to the sacCer3 genome assembly (February 2011) using HISAT2 v2.0.5 (Kim *et al*, 2015). The settings for the ChIP‐seq samples were “‐-add-chrname ‐X 1000 ‐-score‐min L,0,‐0.2 -k 1 ‐-no-spliced‐alignment ‐5 12 ‐3 6” and for the 4tU‐seq samples the settings “‐-add-chrname ‐X 1000 ‐-score‐min L,0,‐0.175 ‐5 10 ‐3 10 ‐-dta ‐max-intronlen 1500 ‐-rna-strandness RF” were used. Subsequently, the bam files were filtered to keep only transcripts with a unique combination of UMIs using the custom scripts “addumis2bam.sh” and “uniqify‐umis.pl” available from https://github.com/wdejonge/DIVORSEQ.

### Peak calling and filtering

The ChIP‐seq data were filtered to keep only uniquely mapping reads and subsequently peaks were called using MACS2 v2.1.1.20160309 (Zhang *et al*, 2008) with the settings “‐f BAMPE ‐g 1.25e7 ‐-keep‐dup all ‐-mfold 5 2000 ‐-call‐summits ‐q 0.001 ‐-fe-cutoff 2” using all three replicate *t = *0 time points (no depletion) versus their corresponding inputs, yielding 948 Abf1 peaks.

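The 948 summits lie in 864 distinct intervals, since an interval can hold more than 1 summit. Intervals were between 237 and 3474 bp long, with a median of 490 bp over the distinct intervals. Fold enrichment ranged from 2.00 to 68.2 with a median of 3.52, and the lowest −log10 q-value was 22.9, far above the 3 that the authors' threshold requires. A stricter limit on the q-value (−log10 q of at least 10) therefore removed no peak.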

To monitor the depletion, the initial binding levels need to be sufficiently strong to accurately measure a reduction in binding levels. Therefore, only binding peaks with a fold enrichment of at least 4 were considered (421 peaks). This also filters out apparent weak binding across open reading frames and tRNAs, which is a known artefact of ChIP (Park *et al*, 2013; Teytelman *et al*, 2013). In addition, it has been recently shown that Abf1 is only efficiently cross‐linked to sites with either a guanine or a cytosine at −8 bp from the centre of the Abf1 binding motif (Rossi *et al*, 2018a). 

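A fold enrichment of 4 or more was reached by 421 summits and missed by 527. Counting only the highest summit of each interval, 407 of 864 reached it. The median number of fragments was 1681 in the stronger group. An Abf1 motif was found within 100 bp of the summit in 94.8% of the stronger peaks (399 of 421) and in 43.8% of the weaker ones (231 of 527), a difference of 50.9 percentage points (two-sided Fisher's exact test across peaks, p = 8.56e-70). The matrix was built from the stronger peaks, which favours them in this comparison. With the exact consensus RTCRYNNNNNACG in place of the matrix, the difference was 52.6 percentage points. At 10000 random genome positions, 10.3% had a motif by the search with the matrix. The difference between stronger and weaker peaks was smallest, 34.3 percentage points, with the motif threshold at 80%.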

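In the annotation of the reference genome, 211 of the 527 peaks under a fold enrichment of 4 had their summit inside a tRNA gene (40.0%, 95% Wilson interval 35.9% to 44.3%), against 20 of the 421 peaks above it (4.75%, 3.10% to 7.22%). The difference was far larger than chance gives (two-sided Fisher's exact test, p = 3.5e-41). Summits inside ORFs made up 17.6% of the weaker peaks (93) and 11.9% of the stronger ones (50), a smaller difference (Fisher's exact test, p = 0.0138). The ORF difference depended on how a peak was assigned. By any overlap of the interval with an ORF it went the other way (48.8% of the weaker and 80.0% of the stronger peaks), and with only 1 summit per interval it was 1.72 percentage points (Fisher's exact test, p = 0.482). The intervals of the stronger peaks are longer, with a median over summits of 722 bp against 361 bp. Of the 275 nuclear tRNA genes, 231 held a summit (84%), with a median fold enrichment of 2.95 and a maximum of 9.79.

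**Figure D4:**
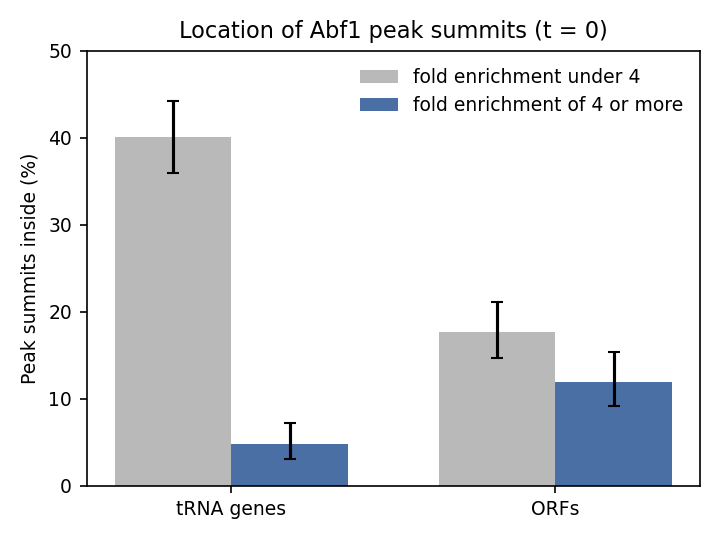
Share of peak summits inside tRNA genes and inside ORFs (y axis, %) for peaks with a fold enrichment under 4 (grey) and of 4 or more (blue). Error bars are 95% Wilson intervals, and the weaker peaks stand at 40.0% for tRNA genes against 4.75% for the stronger ones.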

For each binding peak, we searched for motifs (±100 bp from peak summit) that closely match the Abf1 consensus (at least 85% of the consensus motif score from (MacIsaac *et al*, 2006)) and determined whether there was a G/C or an A/T at −8 bp from each motif. Only peaks where all motifs found had a G/C at −8 bp from the motif midpoint were kept for further analysis (195 peaks). Four of these peaks were located in telomeric regions. 

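With the matrix built from the peaks themselves in place of the published one, 185 of the 191 peaks kept by this rule are among the sites of Dataset EV1, and 6 are not. The 10 sites of Dataset EV1 that were not kept each had 2 motifs in this search, 1 of them with an A or T at −8 bp. With the search narrowed to 50 bp on each side of the summit, 204 peaks were kept and 191 of them are in Dataset EV1.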

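The annotation of the reference genome places all 4 of these summits inside telomeric regions: at 844 on chromosome III (left arm), 269982 on chromosome VI (right arm), 745175 on chromosome X (right arm) and 11830 on chromosome XII (left arm). Their fold enrichment was 53.6, 9.55, 53.6 and 52.3 in that order. The sites on chromosomes III, X and XII share the motif sequence TCGCATCATTATGCACGGCAC from −10 to +10 bp, and the site on chromosome VI has TCGGATCACTACACACGGAAA. Each has a G at −8 bp. The paper's mean residence times for them are 14.6, 7.51, 15.2 and 16.7 min.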

Although the mean residence time estimates of these four peaks are probably accurate, we noticed that other characteristics were very distinct from other peaks (*e.g*. nucleosome organization, motif composition, RNA polymerase II binding). Therefore, these peaks were excluded, yielding a total of 191 Abf1‐binding sites that were analysed in greater detail.

### Exponential decay fitting

To fit the exponential decay model, first the bam files were centred and smoothed with a 101 bp window, as described in (de Jonge *et al*, 2017). Subsequently, all samples were scaled to 1 million reads using genomecov from the bedtools2 suite v2.27 (Quinlan & Hall, 2010), which makes sure that total coverage across the genome is the same for all samples (1.01 × 10^8^ bases). For each binding site (*n *= 191), the total coverage was calculated for each sample in a window ± 50 bp from the peak summit. Subsequently, the binding at all peaks was normalized to the background levels. This was achieved by first calculating the fraction of background reads of each sample, by dividing the number of reads not present in any of the 948 peaks by the total number of reads. The binding levels at each peak were then divided by this fraction of background reads, essentially equalizing the background level of each sample. These values were used to fit a first‐order exponential decay function using the nls function in R:

(1) $$y\left(t\right)\;=\;y_{f}+\left(y_{0}-y_{f}\right)e^{-k_{\mathrm{off}}t}$$

with *y*_0_ the binding levels a *t *= 0 (*i.e*. before depletion), *t* the time since depletion, *y*_f_ the final binding level and *k*_off_ the decay rate of the binding levels. The use of a site‐specific *y*_f_ is needed since different sites decay to a different background levels. The mean residence time is given by 1/*k*_off_ and represents the average time Abf1 stays bound to a specific site. The fits were done in R with the nls function using the formula: “nls(ChIP ~SSasymp(time, yf, y0, log_koff), data = data)”, using all three replicates together to obtain a single fit per peak. The goodness of fit for each fit was assessed by calculating a pseudo‐R^2^, calculated as:

(2) $$R^{2}=1-\frac{\sum residuals^{2}}{\sum {\left(y-\bar{y}\right)}^{2}}$$

This yielded regressions with excellent *R* ^*2*^, with the lowest *R* ^*2*^ = 0.65 and the median *R* ^*2*^ = 0.94 (Fig EV2D). One of the 10 min depletion ChIP samples had much higher binding levels compared to the other 10 min samples, with a median absolute deviation more than six times as high. Upon removal of this sample all fits improved. This sample was therefore removed from all analyses. The 191 binding sites were divided into four mean residence time groups defined by the quartiles of their mean residence times (48 or 47 sites per quartile). An exponential decay model with the absolute binding levels was used rather than an exponential decay fit with log‐transformed data since such a linear model cannot estimate a baseline *y*_f_, yielding poor fits and inaccurate estimates for the off‐rates. Dataset EV1 contains for the 191 Abf1‐binding sites the coordinates of the 101 bp windows, the binding levels before and after 90 min of depletion, the estimates for *y*_0_, *y*_f_, *k*_off_ and the mean residence time as well as the number of motifs, motif scores and to which residence time quartile a binding site belongs to.

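Each of the 195 entries, the 191 sites and the 4 telomeric ones, has a peak of the same name in the t = 0 list, and in all 195 the window starts 50 bp before the summit of that peak. Fold enrichment at the 191 sites ranged from 4.03 to 60.7 with a median of 17.6, from 506 to 8821 fragments. Across the sites, fold enrichment and the paper's binding level before depletion had a Pearson's r of 0.991, although the first is relative to input and the second to the background reads of the sample. The best motif lay at a median of 8 bp from the summit.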

### 4tU‐seq expression analysis

The 4tU‐seq reads were assigned to genomic features using featureCounts from the subread package v1.6.5 (Liao *et al*, 2014). As an annotation file, transcription start site annotations from (van Bakel *et al*, 2013) were merged with the genome annotation from the Saccharomyces genome database (SGD; Cherry *et al*, 2012) containing ORFs, tRNAs, rRNAs and snRNAs. The counts from the two independent sequence runs were combined and differential expression of the genomic features (genes) was calculated using the DESeq2 package v1.10.1 (Love *et al*, 2014) in R. Only genes with a fold change of more than 1.5 with an adjusted *P*‐value < 0.01 after 20 min as well as 30 min of depletion were considered differentially expressed. The fold change in mRNA synthesis was calculated relative to *t = *0.

To model the decrease rate of mRNA synthesis, absolute transcript counts were used at each time point. They were normalized to the median number of transcripts of all samples after filtering out rRNAs. Only genes that were significantly downregulated with Abf1 binding to the promoter were used (*n *= 88). Binding peaks were assigned to genes when the summit of that peak was found within the promoter (500 bp upstream of the transcription start site). As described for the ChIP‐seq data, a first‐order exponential decay function (Equation (1)) was used to model the changes in mRNA synthesis. In this case, *y*_0_ is the expression level before depletion and *k*_off_ is the rate with which the expression decreases to the final expression level *y*_f_. For six of the genes with robust changes in mRNA synthesis, no reliable fit could be obtained and these were therefore excluded from Fig 3G (*n *= 82).

### External datasets

To assess what percentage of Abf1 binding peaks overlap with previously detected Abf1 binding sites, the peaks (peak summits ± 50 bp) detected here (*n *= 948) were compared to published datasets. Data from three different techniques were used: ORGANIC, ChEC‐seq and ChIP‐exo (Kasinathan *et al*, 2014; Zentner *et al*, 2015; Rossi *et al*, 2018b). For the ORGANIC data, the published bound Abf1 sites (*n *= 1,068) from the “10’ MNase 80mM” samples were used (Kasinathan *et al*, 2014). For the ChEC‐seq data, the Abf1 sites that were both classified as “fast” and “high scoring motif” (*n *= 1,583) were taken (Zentner *et al*, 2015). For the ChIP‐exo peaks, all sites detected using the ChIP‐exo protocol v5 (*n *= 3,177) were used (Rossi *et al*, 2018b).

To assess *in vivo* protection from MNase cleavage, the bigwig files “Abf1aa_V_freeMNase_ChEC” and “Abf1aa_R_freeMNase_ChEC” were downloaded from the gene expression omnibus (GEO) dataset GSE98259 (Kubik *et al*, 2018) and smoothed with a 3 bp window. The data were centred on the Abf1 binding motif, and the average number of cleavage sites per mean residence time quartile was calculated. Subsequently, the average number of cut sites was calculated in the area of the motif (−8 bp to +8 bp from the motif midpoint) both in the presence and absence of Abf1. The cleavage ratio was calculated by taking the number of cuts in the absence of Abf1 divided by the number of cuts in the presence of Abf1. Sites without cuts in either conditions (with or without rapamycin) were excluded from the quantification (Fig 1J).

To compare synthesis rates with off‐rates and binding levels, genome‐wide synthesis rates were taken from (Sun *et al*, 2012), by downloading them from the researchers’ website: https://www.mpibpc.mpg.de/13760807/Sc_turnover.zip.

To visualize nucleosome positioning before and after depletion of Abf1, the bigwig files “Abf1veh15” and “Abf1rapa15” were downloaded from GEO dataset GSE73337 (Kubik *et al*, 2015). The data were either centred on the Abf1 binding motif (Fig 2) or aligned on the +1 nucleosome (Figs 3B and EV3A), with +1 nucleosome positions taken from (Kubik *et al*, 2015). The average nucleosome occupancy was calculated for genes with Abf1 binding, an annotated +1 nucleosome and that were strongly downregulated (fold change > 2 at *t *= 20, *n *= 44), weakly downregulated (1.5 < fold change < 2 at *t *= 20, *n *= 42) or did not change (fold change < 1.5 at *t *= 20, *n *= 112) upon depletion of Abf1 (Fig 3B). In Fig 2, the average nucleosome occupancy was calculated per mean residence time quartile. The confidence intervals in Figs 2 and 3B are indicated by the shaded area which is calculated as the mean ± 2 × the standard error of the mean (SEM).

To visualize polymerase binding, the PAR‐CLIP (photoactivatable ribonucleoside‐enhanced cross‐linking and immunoprecipitation) data for both the plus and minus strand from sample “Rpb2‐HTB Control With Rapamycin” were downloaded from GEO dataset GSE56435 (Schaughency *et al*, 2014). As the Abf1 motif is strand‐specific, the data were reoriented accordingly, meaning that when the data had to be reoriented to match the orientation of the motif (as shown in Figs EV2B and 5C), the plus and minus strand were also swapped. To calculate the roadblock efficiency, the average binding in the roadblocked peak, located at −37 bp ± 5 bp from the Abf1 binding motif centre, was normalized by the amount of incoming transcription (defined as the average Pol II binding in the region from −300 bp until −100 bp upstream of the Abf1 binding motif). For the quantification shown in Fig 4C, a peak was considered to be a roadblock peak when it had upstream normalized Pol II binding > 2. With this cut‐off, approximately 25% of the peaks (49/191) were considered to be a roadblock for Pol II.

### Motif scoring and DNA shape analysis

The position frequency matrix from (MacIsaac *et al*, 2006) was obtained from the YeTFaSCo database (de Boer & Hughes, 2011), multiplied by a factor 1,000 and converted to a position weight matrix (PWM). The region ± 100 bp of the summit of each binding peak was searched for a match of this PWM using the matchPWM function from the Biostrings v2.38.4 package in R, using a minimum motif score of 85%. Whenever a binding peak had more than one motif match, the highest score was assigned to this binding peak. For all aggregate plots, the data were aligned to the motif with the highest motif score with all motifs in the same orientation as shown in Figs EV2B and 5C. DNA shape analysis was done on the aligned motifs ± 40 bp from the motif midpoint using DNAshapeR v1.10.0 (Chiu *et al*, 2016). The DNA shape of the bound and unbound sites from (Rossi *et al*, 2018a) was calculated as described in (Rossi *et al*, 2018a), by taking for each of the 8 motifs the top 50 and bottom 50 bound peaks and showing the average of the top 400 and bottom 400 bound peaks. For further details, see (Rossi *et al*, 2018a).

### Statistical analysis and data visualization

All statistical analyses were done using the statistical language R v3.2.2 except for the DNA shape and Venn diagram analyses which were done using R v3.5.1. The area‐proportional Venn diagrams were created using the eulerr package v6.0.0 in R v3.5.1.

To visualize the binding to different genomic loci in Fig 1B, the Sushi package v1.24.0 was used (Phanstiel *et al*, 2014). All boxplots were created using R's built‐in boxplot function, with default settings; here, the solid horizontal line represents the median, the box shows the interquartile range, and the whiskers are at the most extreme data point no further away from the closest quartile than 1.5 times the interquartile range. Differences between the four mean residence time quartiles were assessed using a one‐way ANOVA followed by Tukey's honest significant difference test (Figs 1J, 4B, 5B and D). The difference between the two groups in Fig 4C was tested using a two‐tailed t‐test and between the groups in Fig 5A using a Wilcoxon rank‐sum test, since one of the groups was deemed to deviate too much from normality.

## Author contributions

WJJ, PK and FCPH involved in conceptualization. WJJ and MB involved in investigation. WJJ and PL involved in formal analysis. PL contributed to software. WJJ involved in data curation. PK and FCPH supervised the study and acquired funding. WJJ and FCPH contributed to writing—original draft. WJJ, MB, PL, PK and FCPH contributed to writing—review and editing.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The datasets and computer code produced in this study are available in the following databases:
ChIP‐Seq data: Gene Expression Omnibus GSE151692 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151692). RNA‐Seq data: Gene Expression Omnibus GSE151468 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151468). Modeling computer scripts: GitHub (https://github.com/wdejonge/DIVORSEQ).

How the deposited data were processed for this re-analysis (not part of the article)

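The data are Abf1 ChIP-seq peaks from Saccharomyces cerevisiae before depletion (t = 0). The series lists 76 samples, immunoprecipitations and inputs of the Abf1 anchor-away strain and of an untagged strain, and all were mapped to a condition, time point and replicate from their labels, which were compared with the methods. The values analysed here come from the peak list that was called on the 3 t = 0 immunoprecipitations of the tagged strain together, against their inputs. The coverage at each time point, the untagged strain, the 4tU-seq data, the published MNase, nucleosome and RNA polymerase II data and the minor groove predictions were not analysed here, and the claims that rest on them have no passage.

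The authors aligned paired-end reads to sacCer3 with HISAT2, kept 1 fragment per combination of molecular identifiers, kept uniquely mapping reads and called peaks with MACS2 in paired-end mode, splitting intervals into summits. The deposited fold enrichment of each peak is the fragment pileup at the summit over the background from the input, each with 1 added. The lowest background, 125 fragments, recurs at SRB2/NCP1 and at the telomeric sites on chromosomes VI and X, so it is not always a local value. The deposited −log10 p-value is from a Poisson test of the pileup against that background, and the deposited −log10 q-value is the same after correction across the genome. The score of each peak, which the authors' peak caller derives from the q-value, was not used further. Because the replicates were pooled before peaks were called, the list holds no spread between replicates, and every test here is across peaks or sites, which are not independent replicates. Removing duplicates by molecular identifiers limits counting errors from amplification. Requiring unique mapping can lower the signal in repeated sequence such as telomeric elements, which was not tested here. Multi-summit intervals count more than once in numbers of peaks.

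The pileup and the background were solved from the fold enrichment and the −log10 p-value, which gave 258 to 10164 fragments per summit. Intervals on shares of peaks are 95% Wilson intervals and cover counting error only. The reference was the S288C assembly R64, which is sacCer3. An ORF was a protein-coding gene of its annotation from start to stop codon, introns included, and a summit was assigned to an ORF or tRNA gene by its position. Sites were called divergent, tandem or convergent from the strands of the nearest ORF on each side.

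The motif matrix used log2 odds against equal base frequencies, with a total pseudocount of 0.8 per position, from 403 sequences. The published matrix that the study used was not used here. All 195 entries of Dataset EV1 were joined to the list by name. The off-rates, mean residence times, final levels and quartiles are the paper's. Shares were compared with Fisher's exact test, and means, ranks and correlations with permutation tests of 100000 resamples, all two-sided, so that the smallest p is 1e-05. Families of tests were adjusted by the Benjamini-Hochberg method. The tests at the paper's claims, the rule for the named sites and all but 5 of the 97 combinations of a result and an alternative were set before the data were examined. The tests of explanations came later. That rule took the sites beside the genes the paper names at binding sites (SRB2/NCP1, OCA5, SWT21/UBP10, UME6/MSS4 and MAE1/TFA1), the 3 peaks of highest fold enrichment and the 4 telomeric sites. Alternatives covered the fold enrichment line, the assignment to features, summits per interval, the motif threshold, the search window, an exact consensus in place of the matrix, and subsets of sites.

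The functions were tested on simulated data. Of 400 motifs placed in random sequence, with 5% of bases drawn at random, 99% passed the threshold and 87.2% were the best match at the right position and strand. In 400 random sequences without a motif, 51% also passed with the matrix built from the simulated motifs. With the real matrix, 10.3% of 10000 random genome positions passed. Without an effect, the permutation test of means gave p under 0.05 in 14 of 300 runs, the correlation test in 11 of 300 and the rank statistic in 9 of 300. All 300 simulated pileups were solved exactly. With a shift of 1 SD, the permutation test of means gave p under 0.05 in 298 of 300 runs. The share of altered bases and the number of correlation runs were changed after a first version of the simulations. In that version few correlation runs were drawn, and more than 5% of them gave p under 0.05. The correlation test itself was left as it was. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.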

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

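The tests of explanations in this part were not set before the data were examined. Those on motifs farther than 20 bp from the summit and with a matrix from G/C peaks were chosen only after the result was seen.

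The paper kept no peak whose motifs all have an A or T at −8 bp, and 158 such peaks reached a fold enrichment of 4 over the input. This is a signal at sites outside those the paper fitted. Their median fold enrichment was 7.81, and 27 of the 132 peaks with a fold enrichment of 20 or more belong to them. Some lie in telomeric regions, such as those at 316031 on chromosome III (fold enrichment 21.2) and 5270 on chromosome VI (23.2). Among its G/C sites, the paper set telomeric peaks aside. A place at a chromosome end was not among the explanations tested, and the telomeric A/T peaks were not counted. The tables argue against 5 technical explanations as the whole cause. A weaker motif (75% to 85% of the score range) with G or C at −8 bp was present within 100 bp in 54.4% of these peaks, against 49.1% of the A/T peaks under a fold enrichment of 4 (Fisher's exact test, p = 0.375), so 72 peaks lack such a motif, and for the other 86 it stays open. A G or C at −9 or −7 bp in place of −8 bp went with a difference of 0.047 in mean log2 fold enrichment (95% bootstrap interval −0.22 to 0.31, permutation p = 0.728), whereas the bases at −8 bp make a difference of 1.18 among peaks with 1 motif. Summits inside ORFs or tRNA genes made up 13.3% of them, against 15.2% of the G/C peaks (Fisher's exact test, p = 0.648). Another summit whose motifs include a G or C at −8 bp lay within 500 bp for 1.27% of them. Their best motif lay at a median of 9 bp from the summit, against 8 bp in the G/C peaks, and within 20 bp in 77.8% against 91.6%. Distances were longer than in the G/C peaks (permutation p = 0.0178). For the 35 peaks with their best motif beyond 20 bp, a wrongly assigned motif cannot be told apart from a bound one, since the peak list holds no value that decides it. Across the 325 A/T peaks, fold enrichment rose with motif score (Spearman's rho 0.603, permutation p = 1e-05, the smallest possible). The matrix was built in part from the stronger of these peaks. With a matrix built from the 191 G/C peaks alone, the scores of the same motifs gave a rho of 0.597 (permutation p = 1e-05), although the choice of peaks with a motif still rests on the first matrix. The peaks are not independent replicates. Chance matches among the weaker peaks can also give a positive rho, since 10.3% of random positions had a motif by the same search. A candidate explanation is that the stronger of these motifs are bound often enough to give signal in spite of the base at −8 bp, and this is a hypothesis. The paper reports that the low signals at such sites did not fall during depletion. It gives rebinding of cytosolic Abf1 during the procedure as their likely cause. That report speaks against binding in cells as the source of those signals. Rebinding could also follow motif score, so the relation with motif score does not decide between them. The time course was not analysed here, so the report was not checked.

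Of the peaks with a fold enrichment of 4 or more, 22 had no motif at the threshold, and the paper does not discuss them. They too lie above the input. Of these, 12 have their summit in a tRNA gene and 10 do not. A best score of 80% to 85%, just under the threshold, was found in 22.7% of the 22, against 31.7% of the random positions without a motif (Fisher's exact test, p = 0.493). With 5 of 22 peaks in that range, whether a weak match draws Abf1 to these sites cannot be told apart from chance matches. Of the peaks in that range, all but that at 434281 on chromosome IV (83.3%) lie outside tRNA genes. The peaks outside tRNA genes were not tested apart. The strongest of the 22 peaks, chosen after its values were seen, lies at 272003 on chromosome XIII beside MIX17. It had a fold enrichment of 23.7 and a best score of 83.1%. No biological explanation was tested.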

How the results depend on the processing

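No paired analysis was possible because the peaks were called on the replicates together, and the list has no value per replicate. Leaving out a replicate was not possible for the same reason.

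Of the 97 combinations of a result and an alternative, 5 were chosen after seeing the data: linear fold enrichment, overlapping motifs counted once (permutation p = 0.0433 for residence time by motif number), a matrix pseudocount of 8 for the G/C rule and for the motif number, and the motif numbers of Dataset EV1 without the sites with a negative fitted final level. Of the 97, 14 left both the value and the p as they were and say nothing about stability. Among these are the 80% threshold for results that use only the best motif, linear fold enrichment for a correlation of ranks, the q-value limit, which removed no peak, and leaving out the sites with a negative fitted final level for pairs of quartiles that hold none of them. Of the other 83, 72 kept the direction and the side of the 0.05 threshold, or stayed within 1.5 times for counts. The fold enrichment difference by base at −8 bp stayed between 1.00 and 1.45 on the log2 scale, rho of fold enrichment and off-rate between −0.710 and −0.693, the excess of T at −1 bp in the longest quartile between 28.0 and 36.4 percentage points, and the excess of motifs in stronger peaks between 34.3 and 56.4 percentage points. Each of these passed 0.05 under every alternative run for it. The longest quartile also exceeded each of the other quartiles in motif score under the 5 alternatives that moved these differences. The peaks kept by the G/C rule numbered between 147 and 204.

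The difference in the share of summits in ORFs did not hold under every alternative. It kept its direction with the fold enrichment line at 3 (6.59 percentage points, Fisher's exact test, p = 0.00822). The same was true with the line at 5 (5.08 percentage points, Fisher's exact test, p = 0.0388). Weaker minus stronger peaks, it was −31.3 percentage points by any overlap of the interval with an ORF, −10.8 when at least 50% of the interval had to lie inside, and 1.72 with 1 summit per interval (Fisher's exact test, p = 0.482). The intervals of stronger peaks have a median length over summits of 722 bp against 361 bp, so longer intervals reach ORFs more often, and whether this is the whole cause was not tested. For tRNA genes the difference was 0 when at least 50% of the interval had to lie inside, because no interval of either group meets this (the shortest is 237 bp long), and it held under the other 4 alternatives.

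The difference in residence time between sites with several motifs and sites with 1 was 0.600 min with the threshold at 80% (permutation p = 0.207) and 1.32 min without the sites with a negative fitted final level (permutation p = 0.209). In the alternatives chosen later, it was 9.19 min with a matrix pseudocount of 8 (13 sites with several motifs, permutation p = 0.0813) and 3.55 min with the motif numbers of Dataset EV1 and without the negative sites (permutation p = 0.154). The first alternative raises the sites with several motifs from 22 to 87, and the others lower them. The negative sites rank 1, 3 and 4 in residence time, so leaving them out lowers the difference by construction. By the main search, 10.3% of 10000 random genome positions had a motif, and 22 of the 191 sites had several. Chance matches may therefore make up part of these 22 sites and lower the difference. It was 19.3 min at 90% and 12.1 min with the exact consensus (permutation p = 1e-05 for each). The pseudocount of 8 also lowered the number of sites, but its p did not pass 0.05. Whether chance matches are the cause was not tested. The number of sites with several motifs was also 5 at 90%, 9 with a 50 bp window or the exact consensus, and 11 in Dataset EV1. The permutation p over all alternatives of this result ran from 1e-05, the smallest possible, to 0.209.

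The short and shortest quartiles differed in motif score by −0.000476, and this sign changed at the 90% threshold (0.000743), with sites of 1 motif (0.00240) and with the scores of Dataset EV1 (0.00264). The other 3 alternatives left it as it was. None of these differences passed 0.05, and the cause was not tested. Whether depth limited the number of peaks was not tested, since the list holds only peaks that passed the authors' thresholds.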

Differences from the paper's values

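For residence time by motif number, the paper gives P = 0.0066, and the permutation test gave p = 0.0272 with the motif numbers found here. With the motif numbers of Dataset EV1, an alternative set before the data were examined, permutation gave 0.00543, within 1.5 times of the paper's value. None of the other alternatives came within 1.5 times of it.

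Dataset EV1 lists 11 of the 191 sites with 2 or more motifs, the paper's count, against 22 found here. With a 50 bp window on each side of the summit, or with the exact consensus in place of the matrix, both set before the data were examined, the count was 9. Thresholds of 80% and 90% gave 87 and 5. Without the sites with a negative fitted final level, the counts were 8 for the paper and 19 here. With a matrix pseudocount of 8, chosen after seeing the values, the count was 13.

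For T at −1 bp in the longest quartile, the paper gives P = 0.0046, and Fisher's exact test against the other three quartiles gave p = 0.000301. None of the alternatives set before the data were examined closed the gap, and they ranged from 1.61e-05 to 0.000504.

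The paper describes the signals at sites without a G or C at −8 bp as low. Here, the A/T peaks included one with a fold enrichment of 61.8, and 64 with a fold enrichment of 10 or more.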

Other observations

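In this part, the tests on thymine and fold enrichment, tRNA genes, ribosomal protein genes and negative final levels were chosen after the result was seen. The other tests of explanations here were not set before the data were examined either.

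Residence time was compared between kinds of intergenic region, a question that the paper does not address. The median of the paper's mean residence times was 8.14 min at 72 sites between divergent genes and 6.89 min at 86 sites between tandem genes (permutation test on ranks, p = 0.0096, adjusted p = 0.0192 over this question and that on A+T content). The difference was between 1.24 and 1.31 min under the 3 alternatives. A higher fold enrichment and a higher motif score were tested as the whole cause. With sites permuted only within 4 strata of fold enrichment, p was 0.0214 and the difference in mean ranks fell from 19.0 to 11.1, so fold enrichment, as these strata measure it, may account for part of it. Within 4 strata of motif score, p was 0.00806. The 29 sites inside ORFs had a median of 7.95 min, close to that between divergent genes, with a median fold enrichment of 11.1, so that longer residence times were not confined to divergent regions. Sites inside ORFs were not part of the test, and no biological explanation was tested. A+T content of the 100 bp on each side of the motif showed no relation to residence time across sites (Spearman's rho −0.106, permutation p = 0.147, and between −0.125 and −0.0269 under the alternatives).

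The base at each position from −15 to +15 bp was compared with residence time over all 191 sites. At 26 positions with enough variation, none passed an adjusted p of 0.05, and 4 had an unadjusted permutation p under 0.05. Position −1 had the lowest (permutation p = 0.0123, adjusted 0.265), with medians of 8.01 min for T, 7.19 for G, 6.92 for C and 5.62 for A. Taken over all sites as ranks, residence time thus showed no relation to the base at −1 bp that passed the correction over positions.

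T at −1 bp may go with the level of binding as well. In the 333 peaks with 1 motif outside Dataset EV1, those with T at −1 bp (214) had a mean log2 fold enrichment higher by 0.77 (medians 4.33 and 3.11, permutation p = 1e-05, the smallest possible). Over all peaks with 1 motif, 27 positions were compared for G/C against A/T, a comparison added after seeing the data, and position −8 bp had the largest difference (1.18, permutation test, adjusted p = 0.000135), while at −1 bp the log2 fold enrichment fell by 0.61 with G/C (adjusted p = 0.000135). The higher motif scores of the longest quartile do not rest on T at −1 bp alone. With that position left out of the score, the longest quartile still exceeded the other three by 0.0140 (permutation p = 0.00027), against 0.0212 with it. The binding level and the residence time of a site are related, so whether T acts on one through the other was not tested.

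Summits lay in 231 of the 275 nuclear tRNA genes. A motif was found within 100 bp in 9.96% of these peaks, against 10.3% of random positions (Fisher's exact test, p = 1), which argues against Abf1 motifs as their source. The paper calls weak binding there a known artefact of ChIP, and peaks from the untagged strain, which would test this, were not analysed here. The weak peaks without a motif outside tRNA genes lay in or beside a ribosomal protein gene in 29% of cases (29 of 100), against 6.59% (40 of 607) for peaks with a motif (Fisher's exact test, p = 1.35e-09). This is consistent with such peaks arising at strongly transcribed genes, as a hypothesis, since no expression values were analysed here.

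The fitted final level in Dataset EV1 is negative at 3 of the 191 sites, which were chosen after their values were seen. They lie at OCA5/WSC4, HIS3/DED1 and IDH1/NCE103, and the paper's mean residence times of 32.8, 27.5 and 26.6 min are ranks 1, 3 and 4 of all sites. At OCA5, the paper's fit gives −664 at 90 min, where its measured binding level is 2527. All 3 have 2 or more motifs, against 19 of the other 188 sites (Fisher's exact test, p = 0.00135), and the paper's own motif numbers give the same 3. A negative final level lies outside what binding can take, so the longest residence times may in part reflect how the final level was fitted. Whether fits with the level held at 0 or above would shorten them was not tested, since the time course was not analysed here.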
